# CXCR4 Regulates Temporal Differentiation via PRC1 Complex in Organogenesis of Epithelial Glands

**DOI:** 10.3390/ijms22020619

**Published:** 2021-01-10

**Authors:** Junchul Kim, Sang-Woo Lee, Kyungpyo Park

**Keywords:** CXCR4, epithelial gland, embryonic submandibular gland, differentiation, organogenesis, polycomb repressive complex (PRC), epigenetic modulation

## Abstract

CXC-chemokine receptor type 4 (CXCR4), a 7-transmembrane receptor family member, displays multifaceted roles, participating in immune cell migration, angiogenesis, and even adipocyte metabolism. However, the activity of such a ubiquitously expressed receptor in epithelial gland organogenesis has not yet been fully explored. To investigate the relationship between CXCL12/CXCR4 signaling and embryonic glandular organogenesis, we used an ex vivo culture system with live imaging and RNA sequencing to elucidate the transcriptome and protein-level signatures of AMD3100, a potent abrogating reagent of the CXCR4-CXCL12 axis, imprinted on the developing organs. Immunostaining results showed that CXCR4 was highly expressed in embryonic submandibular gland, lung, and pancreas, especially at the periphery of end buds containing numerous embryonic stem/progenitor cells. Despite no significant increase in apoptosis, AMD3100-treated epithelial organs showed a retarded growth with significantly slower branching and expansion. Further analyses with submandibular glands revealed that such responses resulted from the AMD3100-induced precocious differentiation of embryonic epithelial cells, losing mitotic activity. RNA sequencing analysis revealed that inhibition of CXCR4 significantly down-regulated polycomb repressive complex (PRC) components, known as regulators of DNA methylation. Treatment with PRC inhibitor recapitulated the AMD3100-induced precocious differentiation. Our results indicate that the epigenetic modulation by the PRC-CXCR12/CXCR4 signaling axis is crucial for the spatiotemporal regulation of proliferation and differentiation of embryonic epithelial cells during embryonic glandular organogenesis.

## 1. Introduction

CXC-chemokine receptor type 4 (CXCR4) and its ligand, CXCL12 or SDF-1, have been investigated largely in immunology and found fame for their critical function in systemic homeostasis as the major cell migration-regulating axis [1]. Nevertheless, the roles of this axis have found no boundary, even to date. The finding that CXCR4, along with CCR5, is used by human immunodeficiency virus strains for cell entry led to the groundbreaking discovery of non-chemotactic functions of chemokine receptors [2]. A recent study showed that the CXCR4-CXCL12 axis also governs metabolism pathways where CXCL12 activated brown adipose tissue to stabilize metabolic homeostasis in mice [3]. Such flexibility is largely contributed by the stimulation of diverse G-protein-dependent and -independent pathways and the notable expression mechanism of CXCR4 characterized by agile endocytosis and recycling patterns. The cellular CXCR4 proteins, which are predominantly localized in intracellular cytoplasm, are partially-to-mostly expressed at the surface membrane upon stimulation by CXCL12 [4].

The role of this versatile receptor in development is not yet fully understood. Mutant embryos lacking CXCR4 do not survive birth, indicating its critical role in development [5]. Research on the function of the CXCR4-CXCL12 axis in organ development has shown that CXCR4 indirectly influences pancreatic development by inducing migration of the angioblasts [6]. In addition, knockdown of CXCR4 severely impairs angiogenesis of human vascular endothelial cells via the MAPK/ERK, PI3K/AKT, and Wnt/β-catenin pathways [7]. Other studies revealed the requisite function of CXCR4 in the development of renal and gastrointestinal tract vasculature [8,9]. CXCR4 or CXCL12 knockout models developed vital defects in cardiac myocytes and intestinal epithelium [10,11]. However, the role of CXCR4 during the organogenesis of epithelial organs, such as salivary glands, has not yet been elucidated.

Embryonic organogenesis of salivary glands involves a lineage specification process in which cells in the ectoderm or endoderm and mesoderm undergo differentiation at approximately embryonic day (E) 8 to form epithelium and mesenchyme, respectively [12]. The overlying mesenchyme then signals the epithelial placode to extend an initial bud at E9.5 and initiate branching morphogenesis [13]. Mesenchyme-induced signal transduction is crucial in epithelial growth as the ablation of mesenchymal factors causes growth arrest or retardation at the earliest stages of glandular organogenesis [14]. Various signaling pathways govern this complex process, including Sox transcription factors, Wnt signaling, and several kinds of growth factors, such as fibroblast growth factors and epidermal growth factors [15,16,17,18]. Most of these factors share a common purpose, to retain or confer hierarchical fate determination, the former by renewing stemness and the latter by inducing differentiation. Understanding such fate-determining factors in stem/progenitor cells enabled the generation of glandular organoids of the lung, pancreas, kidney, and salivary gland via manipulating the medium or extracellular matrix constituents [19,20,21,22].

In developmental organogenesis, the differentiation process initiated by numerous molecules is finalized through specific clusters of proteins regulating DNA methylation and subsequent condensation. The most-studied complex mediating genome-level changes during developmental stages is the polycomb repressive complex (PRC). The PRC is a large multiprotein complex involved in retaining the epigenetic memory of cell identity [23]. Cell fate determination and the maintenance of such fate are critical in the development and differentiation processes at both embryonic and adult stages. PRC, constituting major domains for methyl recognition, DNA binding, and ubiquitin-ligation, plays a crucial role in regulating the temporal transcription of developmental genes during embryonic stages [24,25]. However, no prior study has elucidated the functions of the PRC in salivary gland organogenesis. Hence, we adopted an embryonic submandibular gland (eSMG) ex vivo culture system, which provides access to visually apparent budding and clefting procedures, rendering their accurate quantification over the range E13–E16 [26]. Moreover, eSMGs have two distinctive terminal differentiation pathways, acinar and ductal lineages, and thus enable robust yet decisive recognition of temporal differentiation profiles with immunofluorescence.

In this study, we demonstrate that CXCL12/CXCR4 signaling spatiotemporally coordinates epithelial stem/progenitor cell expansion and differentiation in the organogenesis of salivary glands by regulating the expression of PRC1 components. Inhibition of the CXCR4-CXCL12 axis upon treatment with the CXCR4 antagonist AMD3100 induced retarded branching morphogenesis of eSMGs yet retained viability of the cells. Accordingly, expression of the proliferation marker Ki67 was largely abated in AMD3100-treated eSMGs. RNA sequencing data of AMD3100-treated eSMGs revealed consistent up-regulation of differentiation marker genes, accompanied by suppression of proliferation-related pathways and significant down-regulation of PRC1-comprising genes, including *chromobox homolog 8* (*Cbx8*). Lastly, we found that PRC activity suppressed by either CXCR4 inhibition or treatment with an inhibitor of PRC induced DNA demethylation, causing precocious differentiation of acinar and ductal cells. Here, we provide the evidence for CXCL12/CXCR4 signaling-mediated regulation of epigenetic patterning in glandular organogenesis.

## 2. Results

### 2.1. Spatiotemporal Dynamics of CXCR4 and CXCL12 Expression during Branching Morphogenesis of Epithelial Organs

To determine the spatiotemporal dynamics of CXCR4 and CXCL12 expression during murine eSMG branching morphogenesis, we adopted and followed an ex vivo culture method established by Knox et al. [27] (Figure 1A). Accordingly, eSMGs isolated at E13 were cultured for four days to observe branching morphogenesis from E13 to E17. Extensive epithelial branching and a gradual decrease in the mesenchyme occurred simultaneously during glandular organogenesis (Figure 1B). Embryonic glandular growth refers to the complex spatiotemporal-directed expression of extrinsic and intrinsic signals that drives the differentiation of epithelial stem/progenitor cells. Therefore, we monitored the temporal mRNA expression patterns of *Cxcr4* and *Cxcl12* from E13 to E17 and compared them with various progenitor/differentiated cell markers. *Cxcr4* and *Cxcl12* expression gradually decreased from E13 to E17, and a reciprocal temporal expression pattern was detected for *keratin 15* (*Krt15*), an epithelial stem cell marker (Figure 1C). By contrast, the expression levels of differentiation markers *aquaporin 5* (*Aqp5*; a marker for fully differentiated acinar cells), *Krt7* (a marker for fully differentiated ductal cells), and *e-cadherin* (*Cdh1*; a general epithelial marker) increased from E13 to E17, showing an inverse temporal relationship with *Cxcr4* and *Cxcl12* expression (Figure 1C).

Next, we determined the localization of CXCR4 and CXCL12 expression in E13 eSMGs. Epithelial rudiments and mesenchyme were separated, and the mRNA levels of *Cxcr4* and *Cxcl12* in each tissue were quantified. Separated epithelium and mesenchyme were verified with *Cdh1* as an epithelial marker and *odd-skipped related transcription factor 1* (*Osr1*) as a mesenchyme marker, respectively (Figure 1D). The mRNA expression level of *Cxcr4* was approximately two-fold higher in mesenchyme than in epithelium but a corresponding 11-fold higher for *Cxcl12* (Figure 1D). The immunofluorescence results indicated that CXCR4 was ubiquitously expressed in the epithelium and mesenchyme, with relatively stronger expression observed in the end buds and periphery of the main duct (Figure 1E, upper-left panel). CXCL12 was abundantly expressed throughout the epithelium, including the gland stem region (Figure 1E, upper-right panel). Merging the two images revealed a strong colocalized expression of CXCR4 and CXCL12 throughout the epithelial region (Figure 1E, lower panel). The periphery of the end bud in the early stage (E13–E14) of salivary gland organogenesis consists of highly mitotic embryonic stem/progenitor cells (ESCs) crucial for the propagation of branching morphogenesis [27,28,29]. Considering that CXCR4 expression was higher at the bud periphery than at the center (Figure 1E, upper-left panel), we hypothesized that CXCR4 is possibly involved in the proliferation and differentiation of such ESCs. Furthermore, we found that CXCR4 and CXCL12 were also robustly expressed in other branching epithelial organs, including the lung and pancreas, suggesting that the CXCR4-CXCL12 axis could be functionally involved in the branching morphogenesis of various epithelial organs (Figure 1F).

### 2.2. AMD3100 Perturbs Glandular Organogenesis without Apoptosis

To elucidate the roles of CXCR4 during branching morphogenesis, we performed loss-of-function experiments by treating ex vivo cultured eSMGs with the highly selective CXCR4 inhibitor, AMD3100. This symmetric bicyclam, used throughout this study to inhibit CXCR4, is not toxic to host cells even at 500 µM, attesting to both the effectiveness and safety of the molecule [30]. When E13 eSMGs were treated with 50 µM AMD3100, further branching process was completely abolished. Thus, bud size and number were unchanged even after 48 h of culture (1.5-fold change [FC] in bud number) (Figure 2A, left panel, and Figure S1A). By contrast, the 48 h-cultured control eSMGs showed extensive branching (23 FC in bud number) and enlarged bud size (Figure 2A, left panel, and Figure S1A). Interestingly, AMD3100-treated E14 eSMGs displayed propagation of branching morphogenesis (65 FC in bud number), but it was significantly inhibited compared with control eSMGs (210 FC in bud number) (Figure 2A, right panel, and Figure S1C). To determine whether such retarded branching by AMD3100 was due to cell death, we immunostained cleaved caspase-3, a representative marker of apoptosis. Cleaved caspase-3 was barely detected in the epithelium (stained with peanut lectin agglutinin) of both control and AMD3100-treated eSMGs, indicating that AMD3100-induced suppression of branching morphogenesis was not a result of apoptosis (Figure 2B and Figure S1B,D). Similar phenomena were observed in AMD3100-treated embryonic lung and pancreas; AMD3100 significantly inhibited branching morphogenesis without inducing apoptosis (Figure S2A–D). In addition, malformations in bronchial buds and pancreatic acini were observed in the AMD3100-treated groups (Figure S2A,B). We treated E13 and E14 eSMG epithelial rudiments with AMD3100 after mesenchyme removal to further confirm these results. Under this condition, mesenchymal factors can be minimized, and the observation of minuscule structures, such as ducts or clefts, can be improved. Epithelial rudiments treated with AMD3100 showed significantly shorter ducts than the control groups, regardless of the treatment timing (Figure 2C and Figure S1E,F).

In summary, we found that inhibition of CXCR4 resulted in significant retardation of branching morphogenesis without apoptosis, and the degree of retardation depended on the timing of CXCR4 inhibition. Based on these results, we hypothesized that the AMD3100-induced retardation of branching morphogenesis was due to the precocious differentiation of stem/progenitor cells because E13 eSMGs contain less differentiated stem/progenitor cells than E14 eSMGs.

### 2.3. AMD3100 Opposingly Regulates Proliferation and Differentiation in Developing eSMGs

To prove the hypothesis above, we decided to monitor the molecular dynamics of eSMGs treated with AMD3100 at E14, rather than at E13, because the differentiation of acinar and ductal cells can be observed and quantified by temporal expression of AQP5 and KRT7 at > E14, respectively [27]. First, to improve the understanding of the temporal dynamics of CXCR4-induced retardation in branching morphogenesis, the eSMGs were imaged in real-time. Based on the contour tracing and bud number count, we noticed that the retardation of branching morphogenesis was initiated 12 h after AMD3100 treatment and became statistically evident at 24 h (Figure 3A,B). These results suggest that the retardation accompanies changes in global gene expression.

There is a widely-accepted consensus that as stem cells differentiate, their mitotic rate usually decreases [31]. Therefore, if the AMD3100-induced retardation of branching morphogenesis is because of the precocious differentiation of ESCs, AMD3100-treated eSMGs should show decreased mitotic activity. As expected, significantly decreased expression of Ki67 and EdU signals, representative markers of proliferation, were observed in both acinar and ductal cells of AMD3100-treated eSMGs (Figure 3C,D and Figure S3A,B), supporting the apoptosis-free retardation of branching morphogenesis and shortened duct length observed in AMD3100-treated eSMGs (Figure 2). In addition, F-actin staining images of duct structure revealed that the formation of lumenized ducts progressed more extensively in AMD3100-treated groups than in control groups (Figure 3E,F). Considering that duct lumenization is initiated at E14 and further progressed by expanding the luminal space as the branching morphogenesis propagates [32], more expanded lumen in AMD3100-treated groups indicates that the duct lumenization is initiated earlier than in control groups.

Finally, we compared AQP5 (an acinar differentiation marker) and KRT7 (a ductal differentiation marker) expression levels between control and AMD3100-treated groups to acquire direct evidence that inhibition of CXCR4 induces precocious differentiation of epithelial stem/progenitor cells. As expected, mRNA and protein expressions of AQP5 and KRT7 were significantly higher in AMD3100-treated groups than in control groups, indicating that precocious differentiation of acini and duct had occurred as a result of CXCR4 inhibition (Figure 3G and Figure S3C,D).

### 2.4. AMD3100 Alters Expressions of Developmental and PRC1-Comprising Genes in eSMGs

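Up to 10 E14 mouse eSMGs per tube were collected after 6 h of culture, as control or with 50 µM AMD3100, an antagonist of CXCR4, with 3 tubes (replicates) per group. The libraries were made with a 3′ mRNA kit, which yields reads from the 3′ end of each transcript, and sequenced as 50 bp single reads. The authors deposited the number of reads counted on each gene symbol in each of the 6 libraries, without normalization. The paper's text does not name the aligner, the genome build or the gene annotation behind these counts. Between 9051595 and 14393031 reads per library were counted on genes, with a median of 11532946 in control and 11358828 in AMD3100-treated eSMGs. A gene with 3 counts, the floor used here, stood at between 0.208 and 0.331 CPM (counts scaled to the total of a library), and this floor covers counting error only, since reads copied by PCR are not independent molecules. Of 23260 lines, each treated as a gene, 13610 passed edgeR's filter on low counts and were compared between AMD3100-treated and control eSMGs with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Expression values are TMM-normalized CPM, given as mean ± SD, and fold changes are of AMD3100-treated over control eSMGs. Gene positions are those of GENCODE vM1 on NCBIM37, to which 86.7% of the gene symbols were matched.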

In light of the pivotal point at which AMD3100-induced changes were discovered in the previous assays, we performed 3′ mRNA sequencing on control and AMD3100-treated eSMGs to determine how CXCR4 regulates epithelial differentiation during organogenesis. As a result, among 8941 up-regulated and 10,300 down-regulated genes, 220 and 315 significant (FC > 1.5, *p* < 0.05) genes were extracted for differential analysis, respectively (Figure 4A). 

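In edgeR's test, 228 genes had an unadjusted p-value under 0.05, and all 228 also had a fold change over 1.5, with 54 up-regulated and 174 down-regulated. After Benjamini-Hochberg adjustment, 0 of the 13610 genes had a p-value under 0.05, and the lowest adjusted p-value was 1.00. The biological coefficient of variation between replicates was 0.579. All 3 libraries of one group stood above all 3 of the other for 1013 genes, which is 7.44% of the genes tested. Chance gives 10% if the libraries are exchangeable, but the replicate 3 libraries of both groups resembled each other. The share to be expected without an effect was therefore not known. By a version of the paper's procedure, with quantile normalization of log2(count + 1) and an equal-variance test of each gene without adjustment, 429 of the 18307 genes with at least 1 count passed both thresholds, 172 up-regulated and 257 down-regulated. Regardless of p, 9462 genes had a higher and 8843 a lower mean in AMD3100-treated eSMGs by that procedure. The paper has the opposite majority, with 8941 up-regulated and 10300 down-regulated. Its counts together exceed the 18307 genes with at least 1 count here, so the sets of genes compared are not the same. With any AMD3100 replicate left out, more genes were lower, with 8336 higher and 9558 lower without replicate 3. With any control replicate left out, more were higher. Of the 429 genes, 158 were also among the 228 from edgeR's test. As libraries of both groups share replicate numbers, pairing was checked by correlating, across genes, each library's deviations from its group mean, and control and AMD3100 libraries of the same number had a correlation of 0.156 for replicate 1, 0.147 for replicate 2 and 0.549 for replicate 3. Control replicate 2 with AMD3100 replicate 1 and control replicate 1 with AMD3100 replicate 2 had correlations of 0.167 and 0.132, so that the check separated replicate 3 but did not pair replicates 1 and 2. With replicate number as a block in edgeR's model, 598 genes passed both thresholds, 203 up-regulated and 395 down-regulated, and 3 genes (Mt2, Snrnp70 and Txnip) had an adjusted p-value under 0.05. The count passing both thresholds moved most, to 613, with replicates 1 and 2 only, an alternative chosen after seeing the data, and that of the paper's procedure moved most, to 707, without control replicate 3.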

The clustering heatmap and volcano plot are shown in Figure S4A,B, respectively. 

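The libraries were compared by principal component analysis of log2 CPM over the genes tested. The first component held 36.5% of the variance and separated both replicate 3 libraries, at 87.4 for control and 83.4 for AMD3100, from the 4 other libraries, which lay between -103 and -9.01. The second component held 27.5% of the variance and did not separate the groups either. It was lower in AMD3100 in all 3 same-numbered pairs, from 101 to 10.4, from 28.8 to -89.2 and from -24.7 to -26.8. Across genes, which are not independent replicates, the log2 CPM of control and AMD3100 replicate 3 had a Pearson correlation of 0.949. Every other pairing of a control with an AMD3100-treated library had a correlation between 0.792 and 0.884, and libraries within the control group had correlations between 0.803 and 0.840.

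**Figure D1:**
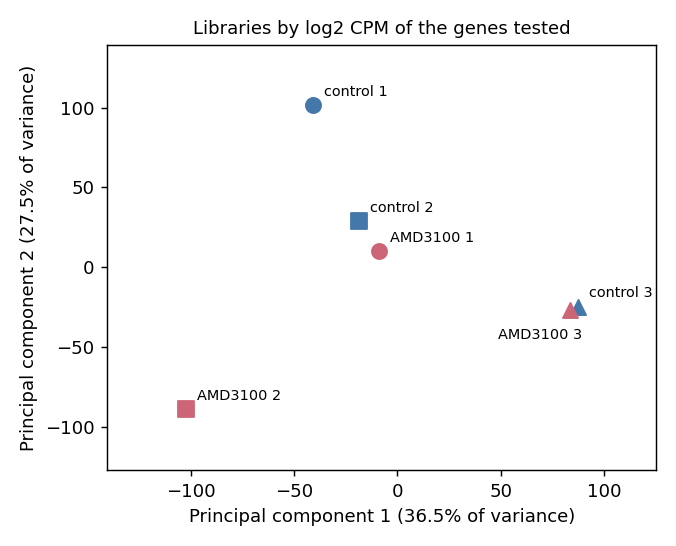
Libraries on the first 2 principal components of log2 CPM, with control in blue, AMD3100 in red, and the marker shape giving the replicate number. Both replicate 3 libraries lie together at the right, 87.4 and 83.4 on the first component.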

*Profilin 1* (*Pfn1*) and *Cbx8* appeared among the top significant genes (FC > 2, *p* < 0.01), as evidenced in the volcano plot. 

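The 16 genes labelled in Figure S4B all had the direction read there. Some label lines cross, so this reading by eye may be wrong for some labels. By the paper's procedure, 15 of the 16 passed a fold change of 1.5 and a p-value of 0.05, against 8 in edgeR's test. With the replicate block, the paper's procedure gave 10 and edgeR 5. With at least 10 counts in every library, both gave 2, Pfn1 and Ccdc53, the only ones of the 16 that this filter kept. DESeq2, without that filter, gave 14. Several of the 16 had few reads. Sdhd, with 14, 20 and 18 counts in control and 1 in each AMD3100 library, was at least 4.05-fold lower (log2 fold change -3.94, standard error 1.51). Prdm8, with 0, 1 and 3 counts in control, was at least 5.74-fold higher (log2 fold change 3.72, standard error 1.63). Such folds divide the mean of a group by the floor of 3 counts, so they do not bound the spread between replicates. All simulated reads from the 3′ end of Sp110 matched other places of the genome as well. The down-regulated genes with the lowest p-values and no overlap between the groups were Ccdc53 (log2 fold change -2.52, standard error 0.42), Txnip, Smim14, Pmpcb and Dennd2a, and Ccdc53 fell from 17.5 ± 3.02 to 3.05 ± 0.429 CPM (SD, n = 3 each). The adjusted p-value of Ccdc53 was 1.00 in edgeR's test, 0.173 with the replicate block in edgeR and 0.00122 with DESeq2, the lowest of any gene in any fit. Among the up-regulated genes chosen in the same way, BC100530, for which 71.4% of simulated reads were shared with other places, had a log2 fold change of 1.24 (standard error 0.38). C130046K22Rik, 6330415G19Rik and 8430426J06Rik, also chosen in this way, had 3 counts or fewer in every control library. C130046K22Rik was at least 6.93-fold, 6330415G19Rik at least 5.86-fold and 8430426J06Rik at least 7.79-fold higher. Their log2 fold changes had standard errors of 2.05, 2.09 and 1.79, in that order.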

Both genes were substantially down-regulated in AMD3100-treated groups, suggesting misguided cytoskeleton rearrangement and detrimental formation of PRC1, in which CBX8 plays a crucial role.

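Pfn1 lies on chromosome 11 from 70465352 to 70468146. Its expression was 16.7 ± 4.10 CPM (SD, n = 3) in control and 3.25 ± 2.27 CPM (SD, n = 3) in AMD3100-treated eSMGs. The log2 fold change was -2.37 (standard error 0.59, edgeR unadjusted p = 0.00310, adjusted p = 1.00). All 3 AMD3100 libraries were below all 3 control libraries, for which an exact two-sided permutation test of 3 against 3 gives p = 0.1, the smallest it allows. With each replicate left out in turn, the log2 fold change of Pfn1 lay between -3.06 and -2.0, and with the replicate block it was -2.53 (edgeR adjusted p = 0.295). Cbx8 lies on the same chromosome from 118897619 to 118902283. It had 22, 29 and 21 counts in the control libraries and 0, 1 and 5 counts in the AMD3100 libraries, or 2.04 ± 0.103 and 0.235 ± 0.331 CPM (SD, n = 3 each). The log2 fold change was -3.17 with a standard error of 1.65 (edgeR unadjusted p = 0.0871). It lay between -5.34 and -2.51 with each replicate left out, and with the block it was -4.01 (edgeR adjusted p = 0.802). From the lower expression of both genes, the paper proposes that rearrangement of the cytoskeleton is misguided and that formation of PRC1, to which CBX8 belongs, is impaired.

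**Figure D2:**
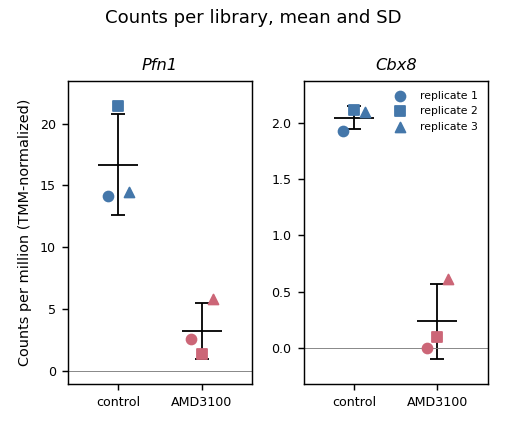
TMM-normalized CPM of Pfn1 and Cbx8 in each library, with control in blue, AMD3100 in red, the marker shape giving the replicate, and lines for the mean and SD of each group (n = 3). All 3 AMD3100 libraries lie below all control libraries for both genes, and Cbx8 stands at 0, 1 and 5 counts in them.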

To elucidate the signaling pathways altered by AMD3100 treatment, we performed KEGG pathway enrichment analysis of the significant genes. Several pathways, such as cellular senescence, cell cycle, and DNA replication, were highly enriched (Figure 4B). 

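The KEGG lists were not used here. Sets of genes for DNA replication and for mitosis and proliferation were tested with limma's camera, and p-values were adjusted over the 9 gene sets tested. The 33 DNA replication genes tested had a mean log2 fold change of -0.16 (limma's camera, adjusted p = 0.207), with 16 genes higher and 17 lower. The 50 genes for mitosis and proliferation had a mean log2 fold change of -0.15 (limma's camera, adjusted p = 0.108), and 30 of them were lower. With the replicate block, the means were -0.15 (adjusted p = 0.174) for DNA replication and -0.18 (adjusted p = 0.0874) for mitosis and proliferation. The mean of the mitosis and proliferation set moved most without AMD3100 replicate 2, to -0.30 (camera adjusted p = 0.00161), and the adjusted p-value ranged up to 0.925 over its alternatives. A set for cellular senescence was not tested.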

The genes in these three pathways were listed, and except for *tuberous sclerosis 1* (*Tsc1*) and *forkhead box O1* (*Foxo1*) in the cellular senescence pathway, all genes were significantly down-regulated (Figure 4C). 

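All 14 genes of Figure 4C changed in the direction shown. In edgeR's test, 5 of the 14 passed a fold change of 1.5 and an unadjusted p-value of 0.05, all of them down-regulated, and 0 had an adjusted p-value under 0.05. By the paper's procedure, 8 of the 14 passed both thresholds and 11 had a p-value under 0.05. Slc25a5 fell from 78.1 ± 9.73 to 41.4 ± 7.25 CPM (SD, n = 3 each), a log2 fold change of -0.92, although 72.7% of simulated reads from its 3′ end matched other places of the genome as well. Fen1, whose 3′ end is overlapped by a gene on the opposite strand, fell from 18.6 ± 4.01 to 7.93 ± 4.14 CPM (SD, n = 3 each), a log2 fold change of -1.22. Igfbp3 and Ssbp1 had log2 fold changes of -1.02 and -1.56. Skp2 and Mapkapk2 changed least among the down-regulated genes, with log2 fold changes of -0.33 and -0.37. Foxo1 rose from 8.82 ± 3.63 to 16.0 ± 2.10 CPM (SD, n = 3 each), a log2 fold change of 0.86 with a standard error of 0.43.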

The four most enriched KEGG pathways (insulin signaling, cellular senescence, AMPK signaling, mTOR signaling) shared the *Tsc1* gene, which is known to inhibit proliferation-promoting mTOR activation (Figure S4C). 

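Tsc1 lies on chromosome 2 from 28496748 to 28546687. Its expression was 20.1 ± 1.78 CPM (SD, n = 3) in control and 25.4 ± 1.53 CPM (SD, n = 3) in AMD3100-treated eSMGs, a log2 fold change of 0.34 with a standard error of 0.30 (edgeR unadjusted p = 0.288, adjusted p = 1.00). It was higher in AMD3100 in all 3 pairs of the same replicate number, and the log2 fold change lay between 0.30 and 0.42 with each replicate left out. A log2 fold change of 0.34 is below a fold change of 1.5, and Tsc1 did not reach that fold change under any alternative. All 14 genes of Figure S4C had the direction shown there. Of these, 5 passed both thresholds in edgeR's test, among them Prkci (log2 fold change -2.0, standard error 0.51).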

To identify the gene of major influence among the enriched pathways, highly enriched gene sets were cross-analyzed to find frequently overlapping genes. Nine of the top 13 gene sets included *Raf1*, which was significantly down-regulated in AMD3100-treated eSMGs (Figure 4D).

Next, we examined the genes related to normal development and differentiation of epithelial cells. As shown in Figure 4E, except for *Cxcl12*, whose expression was on the wane, the expressions of acinar (*Aqp3* and *Aqp5*) and ductal differentiation markers (*Krt19* and *Krt7*) were increased in the AMD3100-treated group, supporting the previous results (Figure 3G). 

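Krt7, on chromosome 15 from 101241474 to 101260744, rose from 9.62 ± 0.969 to 20.6 ± 8.06 CPM (SD, n = 3 each), a log2 fold change of 1.10 with a standard error of 0.41 (edgeR unadjusted p = 0.0244, adjusted p = 1.00), and 36.4% of simulated reads from its 3′ end were shared with other places of the genome. Aqp3 rose from 2.76 ± 0.133 to 5.71 ± 1.41 CPM (SD, n = 3 each), a log2 fold change of 1.04 with a standard error of 0.64, and 81.8% of its simulated reads were shared. For both genes, all AMD3100 libraries were above all control libraries. Krt19 had a log2 fold change of 0.46 (standard error 0.43), with overlapping groups. Aqp5 had 0, 0 and 14 counts in control and 9, 25 and 11 in AMD3100, and its log2 fold change of 1.58 was smaller than its standard error of 1.89. Cxcl12 had a log2 fold change of -0.39 (standard error 0.32) and was lower in AMD3100 in 2 of the 3 pairs. With each replicate left out, the log2 fold change lay between 0.98 and 7.10 for Aqp5. It lay between 0.16 and 0.84 for Krt19 and between -0.56 and -0.14 for Cxcl12. With the replicate block, that of Aqp5 was 3.57. A set of 22 genes for acinar and ductal differentiation, which included Krt7, Aqp3, Krt19 and Aqp5 and of which 17 could be tested, had a mean log2 fold change of 0.41, with 13 genes higher and 4 lower (camera on edgeR's normalized counts, adjusted p = 0.00316). The paper shows these 4 markers as increased in the same libraries. The set was not tested without them, so it is not separate evidence. With the replicate block, the mean was 0.75 (camera adjusted p = 0.00603). The rotation test fry, which does not compare the set with other genes, gave an adjusted p-value of 0.341, the highest over the alternatives, and the lowest was 8.02e-05.

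**Figure D3:**
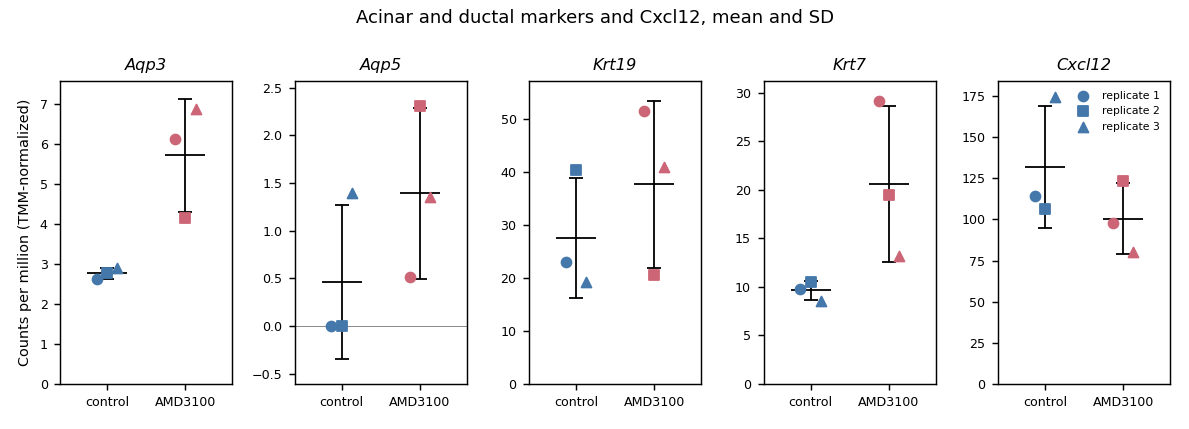
TMM-normalized CPM of 4 acinar and ductal markers and Cxcl12 in each library, with control in blue, AMD3100 in red, the marker shape giving the replicate, and lines for the mean and SD of each group (n = 3). The groups do not overlap for Aqp3 and Krt7, and do for Aqp5, Krt19 and Cxcl12.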

To confirm the notable changes in genes related to epithelial differentiation, we screened the whole gene set by genes included in Gene Ontology (GO) gene set GO:0030855—epithelial cell differentiation. We identified 13 out of 568 genes that were up-regulated or down-regulated by over 1.5-fold (*p* < 0.05) in the treated group (Figure 4F). 

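All 13 genes of Figure 4F had the direction shown there, 5 higher and 8 lower in AMD3100. By the paper's procedure, 10 of the 13 passed both thresholds, and in edgeR's test 7 did. Txnip had the lowest p-value of the 13 in edgeR's test (unadjusted p = 0.000563), and Madcam1 had it by the paper's procedure (p = 0.000479, against 0.00142 for Txnip). Txnip lies on chromosome 3 from 96361880 to 96365806, with a gene on the opposite strand over its 3′ end, and fell from 95.1 ± 18.1 to 31.5 ± 6.46 CPM (SD, n = 3 each). Its log2 fold change was -1.60 (standard error 0.30, edgeR adjusted p = 1.00). Its adjusted p-value was 0.0141 with DESeq2 and 0.0400 with edgeR's replicate block, and ranged from 0.0106 to 1.00 over the alternatives. Ptk7 had a log2 fold change of -1.39 (standard error 0.34), Cgn of -1.21 and Hnrnph3 of -0.75, and genes on the opposite strand overlap the 3′ ends of Ptk7 and Hnrnph3. Madcam1, with 25, 40 and 13 counts in control and 2, 0 and 2 in AMD3100, was at least 5.79-fold lower (log2 fold change -4.09, standard error 1.56). Prox1, at 2.45 ± 0.635 and 0.783 ± 0.599 CPM (SD, n = 3 each), had a log2 fold change of -1.63 with a standard error of 1.24. Upk1b, Akap9 and Bmp7 had log2 fold changes of 0.66, 0.59 and 0.54 and did not pass the p-value threshold in edgeR's test. The GO list itself was not used here.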

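Evpl lies on chromosome 11 from 116081873 to 116099391. Its expression was 10.7 ± 2.14 CPM (SD, n = 3) in control and 21.6 ± 4.01 CPM (SD, n = 3) in AMD3100-treated eSMGs, a log2 fold change of 1.02 (standard error 0.36, edgeR unadjusted p = 0.0201, adjusted p = 1.00). Syne4, whose symbol has no match in GENCODE vM1, was at 17.0 ± 2.16 and 27.3 ± 0.774 CPM (SD, n = 3 each), a log2 fold change of 0.68 (standard error 0.30, edgeR unadjusted p = 0.0516). For both genes, the groups differed by more than the SD of either. With each replicate left out, the log2 fold change lay between 0.85 and 1.15 for Evpl and between 0.61 and 0.80 for Syne4.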

The two most up-regulated genes were *envoplakin* (*Evpl*), a component of keratinocytes and whose expression is known to increase during cell differentiation, and *nesprin-4* (*Syne4*), a component of the linker of nucleoskeleton and cytoskeleton (LINC) complex, and suggested in previous studies to contribute to the secretory epithelial morphology [33,34].

We continued further analysis to reveal significant transcription factors involved in regulating the selected pathways and genes above. All currently known murine transcription factors extracted from the PantherDB database (1475 total) were analyzed against our gene set (Figure 4G). Seven transcription factors were differentially (FC > 1.5, *p* < 0.05) expressed in the treated eSMGs, and three of them were genes of PRC1. 

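All 7 genes of Figure 4G had the direction shown there. In edgeR's test, 5 passed both thresholds, and by the paper's procedure 6 did. Polr2d fell from 9.37 ± 1.34 to 3.37 ± 0.276 CPM (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.50). Aff3 rose from 11.7 ± 2.25 to 21.8 ± 2.29 CPM (SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.34). Cttn and Cdk8 had log2 fold changes of -0.62 and -0.83, and over 50% of simulated reads from the 3′ ends of both were shared with other places of the genome. Obox3 had 0 counts in every control library and 2, 1 and 1 in the AMD3100 libraries, so that no fold is given. The PantherDB list was not used here.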

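Phc2, on chromosome 4 from 128331982 to 128430125, fell from 64.5 ± 5.00 to 33.7 ± 0.920 CPM (SD, n = 3 each). Its log2 fold change was -0.94 (standard error 0.26, edgeR unadjusted p = 0.00596, adjusted p = 1.00) and lay between -1.0 and -0.91 with each replicate left out. With the replicate block, the edgeR adjusted p-value of Phc2 was 0.235. Rybp, on chromosome 6 from 100178560 to 100237435, fell from 19.2 ± 1.71 to 9.71 ± 0.860 CPM (SD, n = 3 each), a log2 fold change of -0.99 (standard error 0.34, edgeR unadjusted p = 0.0191), and all simulated reads from its 3′ end matched other places of the genome as well. Ezh2, a component of PRC2, rose from 101 ± 13.0 to 135 ± 4.83 CPM (SD, n = 3 each), a log2 fold change of 0.41 (standard error 0.26, edgeR unadjusted p = 0.151). It was higher in all 3 same-numbered pairs, and with the replicate block it was 0.42 (edgeR unadjusted p = 0.0156, adjusted p = 0.677). All 22 genes of Figure 4H had the direction shown there, and Phc2 and Rybp were the 2 that passed both thresholds in edgeR's test. A set of PRC1 components, of which 24 were tested, had a mean log2 fold change of -0.23 (camera on edgeR's normalized counts, adjusted p = 0.192), with 11 genes higher and 13 lower. A set of PRC2 components, of which 11 were tested, had a mean log2 fold change of -0.17 (camera adjusted p = 0.537). With the block, the means were -0.28 (adjusted p = 0.282) for PRC1 and -0.18 (adjusted p = 0.779) for PRC2. Over the alternatives, the adjusted p-value of the PRC1 set ranged from 0.124 to 0.634.

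**Figure D4:**
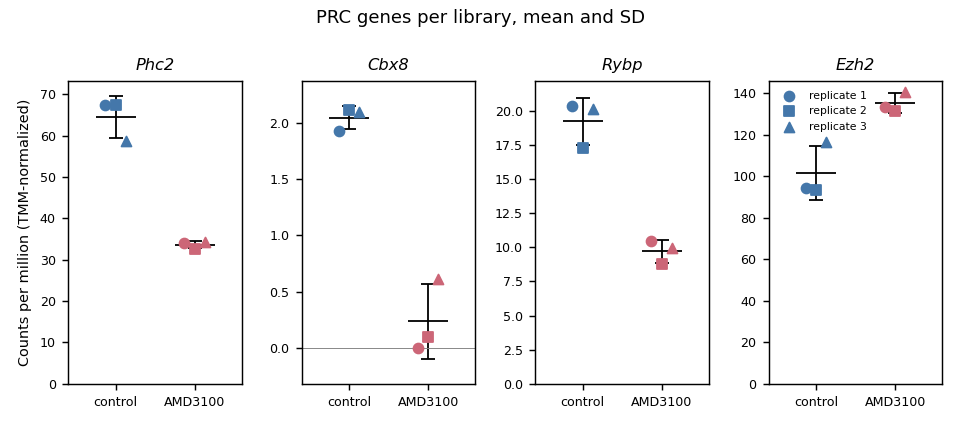
TMM-normalized CPM of Phc2, Cbx8, Rybp and Ezh2 in each library, with control in blue, AMD3100 in red, the marker shape giving the replicate, and lines for the mean and SD of each group (n = 3). The groups do not overlap for any of the 4 genes, with Ezh2 higher and the others lower in AMD3100.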

Genes comprising PRC1 (*p* < 0.05) were listed, and changes in expressions of *polyhomeotic-like protein 2* (*Phc2*), *Cbx8*, *RING1 and YY1 binding protein* (*Rybp*), and *enhancer of zeste homolog 2* (*Ezh2*) were found to be of importance (Figure 4H). The qPCR results of the key relevant genes are shown in Figure S4D.

### 2.5. PRC1 Perturbation Induces Precocious Differentiation in Acinar and Ductal Cells of eSMGs

PRC1 has been extensively studied for its role in DNA methylation of developmental genes and chromatin condensation [35]. Briefly, PRC1 finalizes the silencing of genes that maintain ESC identity by recognizing trimethylated histone H3 lysine 27 (H3K27me3) and tagging a ubiquitin at Lys119 of histone 2A (H2AK119ub) [36] (Figure 5A). H2AK119ub+ cells can be considered as relatively more methylated because H2AK119ub stabilizes the activities of PRC1 and PRC2, promoting DNA condensation and thus ensuring gene silencing [37]. In developing eSMGs, H2AK119ub+ cells were observed in the mesenchyme and periphery of end buds containing proliferative and temporally undifferentiated stem/progenitor cells (Figure 5B, left panel). However, following treatment with AMD3100, the expression of H2AK119ub virtually disappeared, suggesting a possibility of intense demethylation (Figure 5B, right panel).

To compare the three-dimensional expression patterns of H2AK119ub in control and AMD3100-treated groups, we analyzed a total of 25 *z*-stack (referring to the *z*-axis) immunofluorescence images (0.91 μm per stack) for each epithelial bud. The mean fluorescence intensities of *z*-stack images from the top (25th stack) to the bottom (first stack) of end buds were quantified; the top region in contact with the mesenchyme and the bottom part attached to the filter membrane (Figure 5C). In control eSMGs, H2AK119ub expression was highest at the top of the bud region directly in contact with the mesenchyme, then progressively decreased toward the bottom. However, AMD3100-treated eSMGs showed a relatively precipitous decrease in H2AK119ub expression along the *z*-axis. Statistical analysis revealed that except for the 23rd and 24th stacks, H2AK119ub expression within the entire *z*-stacks was significantly lower in AMD3100-treated groups than in control groups (Figure 5C, right heat map). These results indicate that the AMD3100-induced decrease in H2AK119 ubiquitination occurs throughout the entire epithelial bud area, suggesting that the degree of developmental gene silencing might have been decreased. When the PRC1-mediated ubiquitin tagging fails to occur, the subsequent disruption of methylation and euchromatin condensation can be observed by the reduced intensity of DAPI staining in the nucleus [38]. As expected, DAPI signals of AMD3100-treated eSMGs were reduced significantly compared with the control group (Figure S5A).

To further confirm the change in DNA methylation status, we performed Methyl-seq for control and AMD3100-treated eSMGs 6 h after the treatment. The ratios of methylated to total cytosines in a CpG context were 39.9% and 39.7% in control and AMD3100-treated eSMGs, respectively. In AMD3100-treated eSMGs, however, the methylation degree of highly methylated loci (>80% methylation) was reduced by 1% compared with control groups, while a 1% increase was observed in loci with < 20% methylation (Figure 5D). Over 30 million cytosines, in a CpG context, were methylated in both groups, and a 1% decrease of highly methylated regions in 6 h revealed the instantaneous demethylating effect of AMD3100 treatment.

Here, we hypothesized that the AMD3100-induced decrease in PRC1 component expressions would fail to entail ubiquitination of H2AK119 in DNA, disrupting temporal methylation of late-stage differentiation marker genes. To determine whether the down-regulation or inhibition of PRC1 can recapitulate the precocious differentiation of acini and duct induced by CXCR4 inhibition, we used 20 µM UNC3866, a potent antagonist of the methyl-lysine reading function of the CBX proteins [39]. AMD3100- and UNC3866-treated eSMGs showed significantly reduced DAPI signal intensities, that is, less condensed DNA than control eSMGs (Figure 5E,F). There was no significant difference in the DAPI signal intensities between AMD3100- and UNC3866-treated eSMGs (Figure 5E,F). More importantly, treatment with UNC3866 recapitulated AMD3100-induced precocious differentiation of acini and duct in developing eSMGs. When E14 eSMGs were treated with AMD3100 and UNC3866, a rapid increase in AQP5 expression was observed within 24 h, while only a weak expression of AQP5 was detected in control eSMGs (Figure 5G, upper panel, and 5H). Similarly, compared with control eSMGs, significantly elevated expression of KRT7 was observed in AMD3100- or UNC3866-treated eSMGs (Figure 5G, lower panel, and 5I). In addition, the subduct lengths were also decreased in UNC3866-treated eSMGs (Figure S5B), recapitulating the AMD3100-induced duct length decrement observed in Figure 2C. Together, these results suggest that abnormal demethylation and transcription of developmental genes caused by down-regulation of PRC1 components are the key mechanisms for AMD3100-induced precocious differentiation of ductal and acinar progenitor cells.

## 3. Discussion

Our results elucidated the mechanistic link between CXCR4 and branching morphogenesis of embryonic salivary glands. We revealed that the expression of CXCR4 is spatiotemporally regulated, and this dynamicity of CXCR4 expression orchestrates the timing of proliferation and differentiation during branching morphogenesis of eSMGs. In addition, our mRNA sequencing results suggested that CXCR4 regulates a significant number of genes. In particular, the expressions of PRC genes *Phc2*, *Cbx8*, *Rybp*, and *Ezh2*, were the most significantly altered by pharmacological inhibition of CXCR4. We also provided evidence that timely regulated DNA methylation via dynamicity of the PRC-CXCR4 axis is crucial for branching morphogenesis of eSMGs.

Although AMD3100, the agent used throughout this study, was found to be abrogating both CXCR4 and CXCR7 by interaction with CXCL12 [40], Heinrich et al. showed that CXCR7 and CXCR4 mediate different pathways and that initiation of the K-Ras pathway only follows activation of the CXCR4-CXCL12 axis [41]. Ras regulates the upstream pathways of activation of the PRC1-Cyclin D1 complex and trimethylation of H3K27me3 [42,43], providing the rationale for the AMD3100-induced down-regulation of genes in the Ras-Raf signaling pathway. Another reason for using AMD3100 was that it is a commercial pharmaceutical reagent (Plerixafor), introduced to induce migration of hematopoietic stem cells from bone marrow to peripheral blood, providing relatively safer access to clinical applications than other molecules [30].

Based on our results, we propose a hypothetical model for salivary gland organogenesis. First, high-level expression of CXCR4 and CXCL12 at the early stage (E13–E14) of branching morphogenesis maintains high-level DNA methylation that supports pluripotency and proliferation of embryonic progenitor cells sufficiently to induce organization of the size and structure of the organ. Second, as the branching morphogenesis propagates, CXCR4 expression decreases with perishing mesenchyme, leading to the production of vast quantities of CXCL12. In turn, the influence of CXCR4 wanes. As a result, the expression level of PRC components decreases, and subsequent DNA dispersal and enhanced transcription of developmental genes occur to promote acinar and ductal differentiation at the late stage of organogenesis (Figure 6). However, because eSMGs contain multiple heterogeneous cell populations, including acinar, ductal, stem/progenitor, parasympathetic ganglion, myoepithelial, and vascular endothelial cells, the effects of the CXCR4 inhibitor must have varied by cell type [44]. These various cell populations interact with each other for proper branching morphogenesis, and so cell type-specific effects induced by CXCR4 inhibition may have influenced our results. Although it is extremely difficult to examine the cell-type-specific roles of CXCR4 independently, such effort will greatly improve insight into CXCL12/CXCR4 signaling during salivary gland branching morphogenesis.

We found that the branching morphogenesis of other epithelial organs, such as the lung and pancreas, is also affected by CXCR4 activity but could not elucidate the details of the underlying mechanism’s details. Although we speculate that other branching organs may share the same or similar mechanism to that found in salivary glands, further organ-specific mechanism studies are required for a definitive result. Another limitation of our study is that it relied largely on pharmacological perturbation-based loss-of-function experiments. Although it is remarkably challenging to deliver plasmid, siRNA, and the CRISPR/Cas9 system to eSMG epithelium with acceptable efficiency, genetic perturbation of CXCR4 or CXCL12 should be performed to fully elucidate the roles of CXCR4 in the branching morphogenesis of developing epithelial organs.

Nevertheless, several studies support our results on the relationship between PRC functions and stem/progenitor cell pluripotency. PRC1 proteins secure ESC identity maintenance by repressing the transcription of crucial developmental genes [45]. Specifically, the DNA binding function of CBX family proteins, Ring1A/B-mediated H2A mono-ubiquitylation of H2A at Lys119, and recognition of PRC2-mediated H3K27me3 by PHC2 are some of the major functions and related constituents of the complex. CBX family proteins are canonical components in PRC1, responsible for targeting PRC1 to the chromatin [46]. CBX8, whose gene was significantly down-regulated in our study, and H3K27me3, physically interact via their chromodomains [47]. In turn, RING1A, another component of the PRC1 complex, attaches a ubiquitin at Lys119 of histone 2A (H2AK119) to further induce DNA condensation, disabling the transcription activity of RNA polymerase II on developmental genes. A deficit of any comprising proteins from the structure leads to severe function loss of the whole complex, leading to chromatin dispersal and DNA demethylation. Previous work on the roles of PHC2 in the mobilization of hematopoietic progenitor cells showed that PHC2, as a component of canonical PRC1, regulated H2AK119ub to repress vascular cell adhesion molecule-1 (Vcam1) expression [48]. Research on the depletion of PRC1 proteins EED or RING1B was followed by increased expression of differentiation markers in mouse ESCs [49]. Considering that ESCs have higher methylation rates than differentiated cells [50], such a global demethylation effect of CXCR4 inhibition would impose a critical defect on early embryonic development, including gastrulation, possibly contributing to prenatal death of CXCR4 knockout embryos. In addition, DNA methylation is a major spatiotemporal modulator of both pluripotency and differentiation during organogenesis [51]. In salivary gland organogenesis, genes related to the proliferation of c-Kit+-embryonic progenitor cells are epigenetically regulated by microRNAs in exosomes secreted from the mesenchyme [52]. In addition to the progenitor cell expansion, epigenetic modification is also involved in mapping differentiation patterns in salivary glands. Shin et al. reported that the mechanism for differential expression of anoctamin-1 protein, a calcium-activated chloride channel, in acini and duct is dynamic alternation in DNA methylation occurring in the acinar/ductal differentiation process during salivary gland organogenesis [53]. Our results suggest that such differentially patterned expressions of cell type-specific genes in salivary glands are possibly determined by CXCL12/CXCR4 signaling and subsequent epigenetic modifications.

It is noteworthy that the activity of PRC, reflected as H2AK119ub positivity, is high in the peripheral cell layers of epithelial end buds, while few H2AK119ub+ cells are found in inner bud cells. Cell layer-specific expression of certain genes during epithelial organ development is considered a crucial factor for morphogenesis. In salivary glands, locally confined expression of voltage-dependent calcium channels at the peripheral cell layers of the epithelial bud promotes epithelial cleft formation [54]. In prostate development, basal epithelium-specific DNA methylation of the *Cdh1* gene within the urogenital sinus epithelia is required to initiate prostatic bud formation [55]. Likewise, our results implicate a possibility that highly localized and finely tuned gene expression by DNA methylation is necessary to propagate branching morphogenesis in salivary glands. However, because the Methyl-seq performed in our study describes the methylation states of the whole eSMG, the result cannot fully reflect the methylation states of genes specifically localized at the periphery or inner buds. Reliable tissue separation techniques, such as laser microdissection, are required to accurately examine localized methylation levels of specific genes [56].

Another important aspect that should be elucidated in future studies is the mechanistic link between CXCL12/CXCR4 signaling and the expressional regulation of PRC components. The direct PRC regulation of the Ras-Raf signaling pathway was postulated, but CXCL12/CXCR4 signaling also regulates several transcription factors, including NFAT, NF-κB, Elk-1, and Egr1 [57]. Therefore, binding assays of these transcription factors and promoter regions of PRC components down-regulated by CXCR4 inhibition may further clarify how CXCR4 can regulate the expression of PRC components.

Taken together, the results of our study confirm that the epigenetic modulation by expressional regulation of PRC1 components via CXCL12/CXCR4 signaling spatiotemporally coordinates the proliferation and differentiation of developing salivary glands. Although CXCL12/CXCR4 signaling positively regulates the regeneration of multiple organs, such as the liver, lung, heart, and nervous system [58], its involvement in the context of salivary gland development has not been investigated previously. Therefore, our findings will ultimately contribute to the therapeutic approach of epithelial gland regeneration by expanding the understanding of the glandular organogenesis of epithelial organs.

## 4. Materials and Methods

### 4.1. Materials

Nuclepore^®^ polycarbonate (PC) track-etched membranes, transferrin, L-ascorbic acid, and AMD3100 were purchased from Sigma-Aldrich (St. Louis, MO, USA). UNC3866 was bought from Selleckchem (Houston, TX, USA). Dulbecco’s modified Eagle medium with F12 supplement (DMEM/F12, 1:1) was purchased along with penicillin-streptomycin from Gibco (Grand Island, NY, USA).

### 4.2. Ex Vivo Culture of eSMGs

eSMGs were collected from the submaxilla of E13 to E17 embryos and were placed on a Nuclepore^®^ PC membrane (Sigma-Aldrich, 110405). DMEM/F12 1:1 (Gibco, 21041-025) supplemented with 1% *v/v* penicillin-streptomycin (Gibco, 15140122), 150 µg/mL ascorbic acid (Sigma-Aldrich, A5960), and 50 µg/mL transferrin (Sigma-Aldrich, T8158) was used as culture medium. The eSMGs were then cultured in an incubator at 37 °C for 6 to 48 h with 5% CO_2_. AMD3100 and UNC3866 were added at 50 and 20 µM, respectively, to the medium. The protocol for the animal experiments in this study was approved by the Seoul National University Institutional Animal Care and Use Committee (approval number: SNU-190320-7).

### 4.3. Epithelial Rudiment Culture

Mesenchyme and epithelium were separated by enzymatic digestion of E13–E13.5 eSMGs with 0.5 U/mL Dispase I (Life Technologies, 17105-041; Grand Island, NY, USA) for 20 min, followed by physical separation using forceps under a stereomicroscope. Isolated epithelial rudiments were encapsulated in growth-factor reduced Matrigel (BD Biosciences, 356231; Franklin Lakes, NJ, USA) and then cultured with the culture medium (described above). 10 ng/mL EGF (R&D Systems, 236-EG; Minneapolis, MN, USA), and 100 ng/mL Fgf7 (R&D Systems, 251-KG).

### 4.4. Real-Time Live Imaging

The culture medium (as described above) was placed in the well of the SPLInsert^®^ hanging plate (SPL, 35124; Gyeonggi, Korea). The PC membranes of the inserts were carved out, and the Nuclepore^®^ PC membrane was fixed between each of the inserts and medium for stable image acquisition. Extracted eSMGs were then placed on the PC membranes and imaged in real-time for 48 h using an EVOS^®^ FL Auto 2 Imaging System (ThermoFisher, 15736152; Waltham, MA, USA).

### 4.5. Immunofluorescence Staining and Imaging

Cultured eSMGs were fixed with 4% *v*/*v* paraformaldehyde (PFA; Tech & Innovation, BPP-9004; Gangwon, Korea) at 4 °C for 20 min, then permeabilized with 0.1% *v*/*v* PBS-Triton^®^ X-100 (PBSX; Merck Millipore, 108643; Billerica, MA, USA) at room temperature (RT) for 20 min. eSMGs were blocked by incubation with 10% *v*/*v* normal donkey serum (NDS; Sigma-Aldrich, D9663), 1% *w*/*v* BSA, and 1% *v*/*v* mouse on mouse (MOM) IgG-blocking reagent (Vector Labs, MKB-2213-1; Burlingame, CA, USA) in 0.05% *v*/*v* PBS-Tween^®^ 20 (Sigma-Aldrich, P1379) at RT for 3 h. Next, eSMGs were incubated with PBSX containing 3% *v*/*v* NDS and primary antibodies (1:100) at 4 °C overnight. The following primary antibodies were used in the procedures: rat monoclonal anti-CXCR4 antibody (R&D Systems, MAB21651), rabbit monoclonal anti-KRT7 antibody (Abcam, ab181598; Cambridge, UK); rabbit monoclonal anti-CDH1 antibody (CST, 3195; Beverly, MA, USA), rabbit monoclonal anti-H2AK119ub antibody (CST, 8240); mouse monoclonal anti-CXCL12 antibody (Novus Biologicals, MAB350; Littleton, CO, USA), rabbit polyclonal anti-AQP5 antibody (Alomone Labs, AQP-005; Jerusalem, Israel), rabbit monoclonal anti-CASP3 antibody (CST, 9664), and rat monoclonal anti-KI67 antibody (ThermoFisher, 14-5698-82). The unreacted primary antibodies were washed with PBSX four times (10 min per wash) at RT. Then, eSMGs were incubated with PBSX with 3% *v*/*v* NDS, secondary antibodies (1:250), and DAPI (1:1000) at 4 °C overnight. The following secondary antibodies were used in the procedures: donkey anti-rat IgG (H+L) Alexa Fluor^®^ 488 conjugate (Invitrogen, A21208; Carlsbad, CA, USA), donkey anti-mouse IgG (H+L) Alexa Fluor^®^ 594 conjugate (Invitrogen, A21203), donkey anti-rabbit IgG (H+L) Alexa Fluor^®^ 647 conjugate (Invitrogen, A32795), phalloidin-Texas Red^®^ conjugate (ThermoFisher, T7471), and PNA lectin FITC conjugate (Sigma-Aldrich, L7381). The unbound secondary antibodies were washed with PBSX four times (10 min per wash). Each of the PC membranes with stained eSMGs was mounted on a slide and imaged using an LSM700 confocal microscope with 10×/0.45 Plan-Apochromat air or 40×/1.0 Plan-Apochromat water-immersion objectives.

### 4.6. EdU Staining

EdU staining was applied using the Click-iT^®^ EdU Alexa Fluor^®^ 594 Imaging Kit (Invitrogen, C10339) according to the manufacturer’s instructions. In eSMG culture, the medium was supplemented with 10 µM EdU and incubated at 37 °C for 30 min. eSMGs were then fixed and permeabilized as per the other immunofluorescence experiments. Each culture dish with permeabilized eSMGs was incubated with 200 µL of reaction cocktail (172 µL of 1× Click-iT^®^ reaction buffer, 8 µL of CuSO_4_, 0.48 µL of Alexa Fluor^®^ azide, and 20 µL of 1× Click-iT^®^ EdU buffer additive) protected from light at RT for 30 min. The eSMGs were washed once with 3% *w*/*v* PBS-BSA, then additional staining with primary and secondary antibodies and image acquisition were performed as described above.

### 4.7. RNA Isolation and RNA-Seq Data Analysis

Up to 10 eSMGs were collected in sterilized tubes with TRIzol^®^ reagent (Invitrogen, 15596026) at 6 h after AMD3100 treatment and were homogenized with SuperFast^®^ Prep-2 (MP Biomedicals, MP116012500; Santa Ana, CA, USA). Total RNA was extracted using the Direct-zol^®^ RNA MiniPrep kit (Zymo Research, R2050; Tustin, CA, USA) according to the manufacturer’s instructions. Library construction (50 bp, single read) and RNA-seq were carried out by Ebiogen, Inc. (Seoul, Korea) using a QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Greenland, NH, USA) and NextSeq 500 (Illumina, San Diego, CA, USA), respectively. Raw read count data were normalized using the edgeR package in R by the quantile normalization method. The normalized dataset was then unlogged, and fold changes were calculated. *p*-values were determined with R script using the two-sample *t*-test (equal variance) method. R package enrichR was used to perform KEGG pathway enrichment analysis. All analyses and plots were performed and scripted in R (version 4.0.3).

### 4.8. qRT-PCR

Total RNA of the eSMGs was extracted as indicated above. Equal amounts (1 µg) of isolated RNA samples were reverse transcribed using oligo(d)T priming and Superscript IV reverse transcriptase (Invitrogen, 18090010). qRT-PCR reactions were performed with SYBR green using a StepOne^®^ real-time PCR apparatus (Applied Biosystems, 4376357; Foster City, CA, USA). The uniformly expressed control gene *ribosomal protein s32* (*Rps32*) gene served as the control. The amplification protocol was as follows: initial denaturation at 95 °C for 5 min, followed by 40 cycles of denaturation at 95 °C for 5 s, annealing at 60 °C for 30 s, and a final extension at 60 °C for 30 s. Normalized results were then calculated by the comparative *C_t_* (ΔΔ*C_t_*) method. The primer sequences used in this experiment are listed in Table S1.

### 4.9. DNA Extraction and Methyl-Seq

Genomic DNA from eSMGs was isolated with DNeasy^®^ Blood & Tissue Kit (Qiagen, 69504; Valencia, CA, USA). Equal amounts (1 µg) of dsDNA was quantified by absorbance using Qubit^®^ 2.0 fluorometer with dsDNA HS Assay Kit (ThermoFisher). Library preparation (paired-end) and Methyl-seq were carried out by DNALink, Inc. (Seoul, Korea) using the SeureSelectXT^®^ mouse Methyl-seq kit (Agilent Technologies, Santa Clara, CA, USA) and Novaseq 6000 (Illumina), respectively. The mouse mm9 genome build was used as a reference during data analysis. The raw FASTQ files were aligned, and PCR duplicates were discarded using Bismark software (Babraham Bioinformatics, version 0.17.0; Cambridge, UK) without adaptor trimming. For each CpG dinucleotide, the methylated and unmethylated counts and their genomic coordinates were generated as an output file by the bismark_methylation_extractor; the minimum coverage threshold was set at 1. This output file was then processed by Defiant to identify differentially methylated regions.

### 4.10. Statistical Analysis

The results are presented as the mean ± standard error of the mean (SEM) of triplicate independent experiments. Statistical analysis was performed using GraphPad Prism 8 software (GraphPad, La Jolla, CA, USA). The unpaired two-tailed Student’s *t*-test was used to analyze statistical differences between two groups. One-way or two-way analysis of variance (ANOVA) was used to analyze statistical differences between multiple groups using Tukey’s multiple comparison test. *p*-values < 0.05 were considered statistically significant.

### 4.11. Data Deposition

The 3′ mRNA sequencing data is deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE160735.

## Figures and Tables

**Figure 1:**
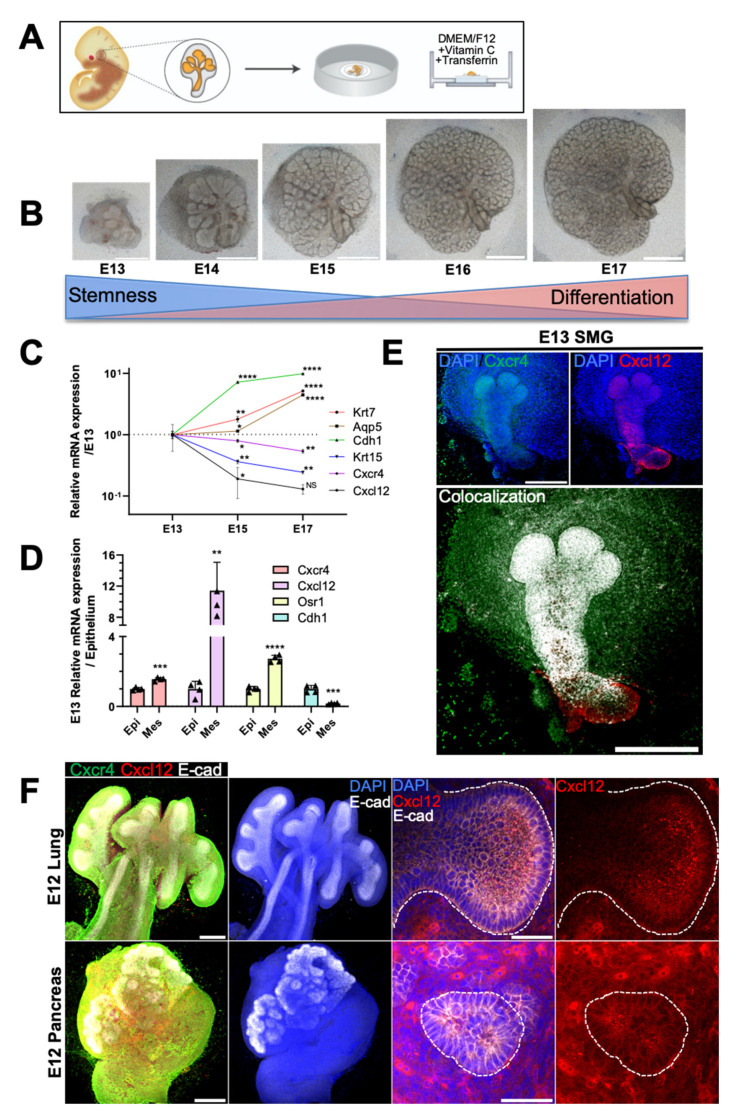
Spatiotemporal expression of CXC-chemokine receptor 4 (CXCR4) and its ligand, CXCL12, and developmental genes in embryonic organs. (**A**) Schematic diagram of embryonic submandibular gland (eSMG) isolation and ex vivo culture. (**B**) Ex vivo branching morphogenesis of eSMGs from embryonic day (E) 13 to 17, showing epithelial growth and retraction of mesenchyme. Scale bars: 500 µm. (**C**) Temporal mRNA expression patterns of *keratin 7* (*Krt7*), *aquaporin 5* (*Aqp5*), *e-cadherin* (*Cdh1*), *Krt15*, *Cxcr4*, and *Cxcl12* were measured from E13 to E17 by qPCR (*n* = 3). (**D**) Epithelial (Epi) and mesenchymal (Mes) expression of *Cxcr4*, *Cxcl12*, *odd-skipped related transcription factor 1* (*Osr1*), and *Cdh1* were quantified by qPCR at E13. The comparative *C_t_* values are expressed as fold increase relative to the epithelium (*n* = 3). (**E**) Representative images showing expression of CXCR4 and CXCL12 in eSMG (upper) and their colocalization (lower) (*n* = 3, scale bar: 500 µm). (**F**) Representative immunofluorescence images of CXCR4 and CXCL12 expression in E12 embryonic lung and pancreas (*n* = 4); whole view (left two panels; scale bar: 500 µm) and magnified lumen structures (right two panels; scale bar: 50 µm). Data are presented as the mean ± SEM; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, NS: not significant; two-way ANOVA (**C**); *t*-test (**D**).

**Figure 2:**
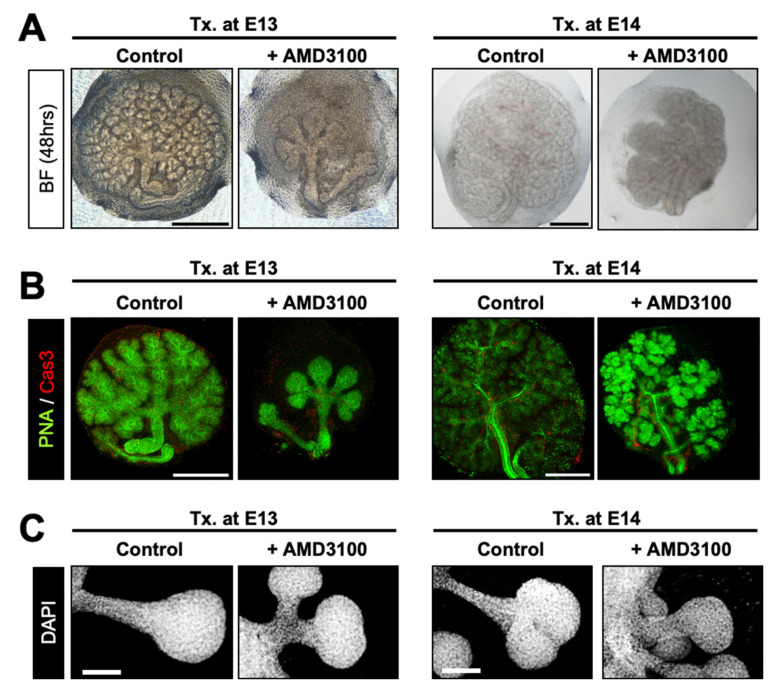
AMD3100-induced suppression of glandular organogenesis without cell death. (**A**) Representative bright-field images of eSMGs treated with AMD3100 at E13 (left column) and E14 (right column), respectively. Images were taken at 48 h after the treatment (*n* = 4, scale bar: 500 µm). (**B**) Immunostaining results of peanut lectin agglutinin (PNA, green) and cleaved caspase-3 (Cas3, red) of eSMGs treated with AMD3100 at E13 (left column) and E14 (right column), respectively. Images were taken at 48 h after the treatment (*n* = 4, scale bar: 500 µm). (**C**) The epithelial rudiments of eSMGs were cultured and treated with AMD3100 at E13 (left column) and E14 (right column), respectively. DAPI in gray. Images were taken at 48 h after the treatment (*n* = 4, scale bar: 100 µm).

**Figure 3:**
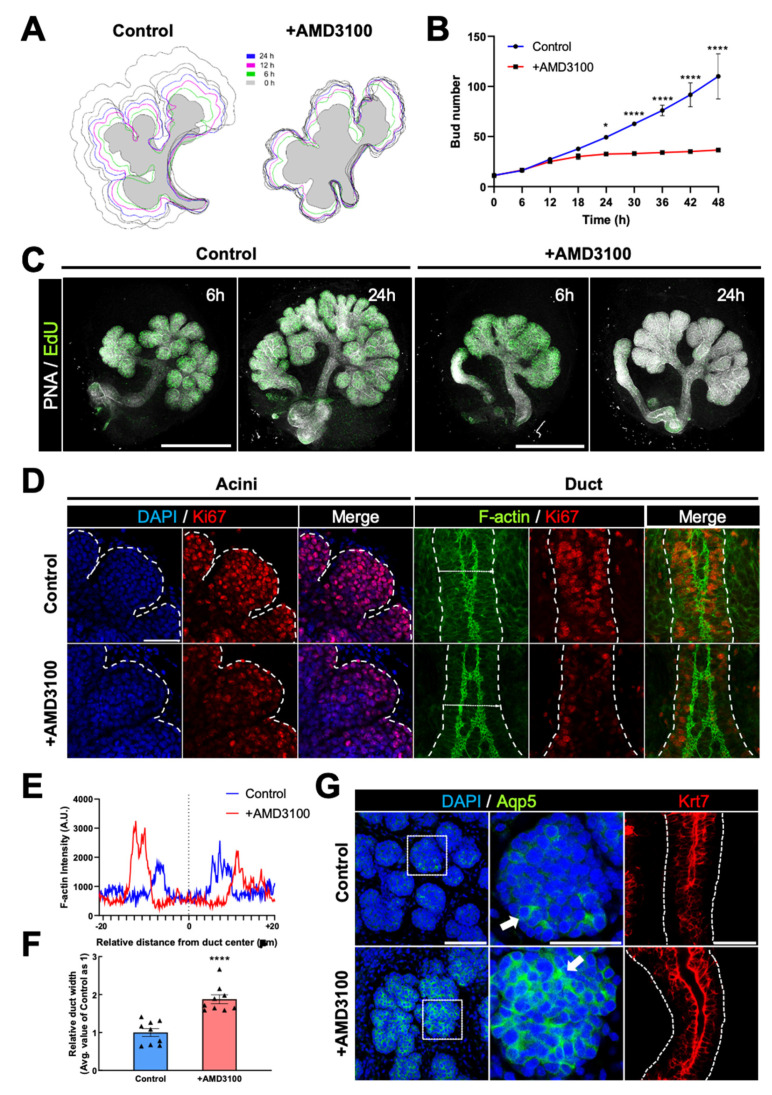
AMD3100-induced precocious differentiation of epithelial cells. (**A**,**B**) Representative contour tracing (**A**) and bud number changes (**B**) of control and AMD3100-treated eSMGs during 48 h at 6-h intervals (*n* = 3). (**C**) EdU staining results at 6 and 24 h after AMD3100 treatment. EdU in green and PNA in gray (*n* = 4, scale bar: 500 µm). (**D**) Immunostaining results of Ki67 (red) and F-actin (green) in acini and duct of eSMGs 24 h after AMD3100 treatment. Morphologies of acinar buds and duct cells are outlined with white dotted lines. Scale bar: 50 µm. (**E**) Duct widths of control and AMD3100-treated eSMGs were visualized via F-actin-based intensity profiles of horizontal sectioning of ducts 24 h after the treatment. (**F**) Duct widths of control and AMD3100-treated eSMGs were quantified 24 h after the treatment (*n* = 9). (**G**) Immunostaining results of AQP5 (green) and KRT7 (red). Magnified regions of acinar buds are marked with white dotted squares. The white arrows (middle panels) indicate areas with the highest AQP5 expression (*n* = 4, scale bar: left, 100 µm; middle and right, 50 µm). Data are presented as the mean ± SEM; * *p* < 0.05, **** *p* < 0.0001; *t*-test.

**Figure 4:**
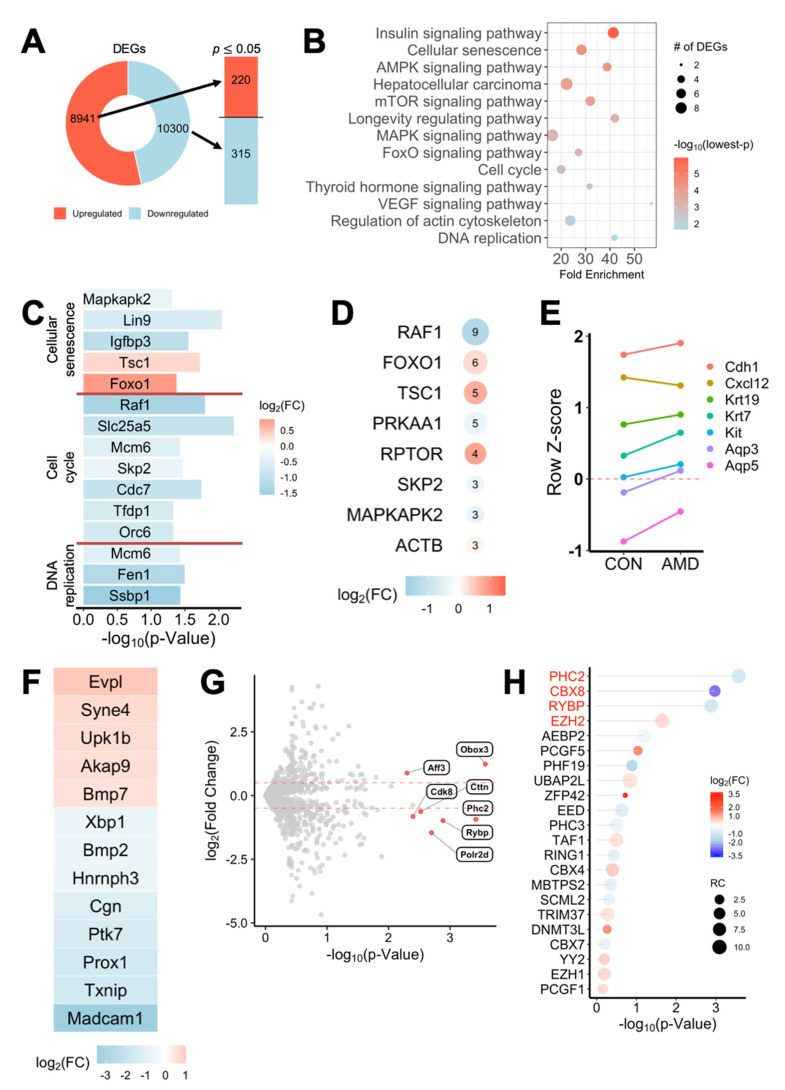
AMD3100-induced transcriptional changes in developmental and polycomb repressive complex 1 (PRC1) genes. (**A**) 3′ mRNA sequencing was performed on control and AMD3100-treated E14 eSMGs at 6 h. Among 8941 up-regulated and 10,300 down-regulated genes in the treated group, a total of 535 differentially expressed genes (DEGs) with *p* < 0.05 and |log2 fold change (FC)| ≥ 1 were found; 220 up-regulated and 315 down-regulated. (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs. Significantly enriched pathways are revealed by enrichR. (**C**) DEGs in KEGG pathways cellular senescence, cell cycle, and DNA replication are shown with log2FC and *p*-values. (**D**) The most frequently occurring genes in significantly enriched pathways are listed with log2FC and their number of occurrences. (**E**) Read count *z*-scores of epithelial differentiation marker genes consistently increased in AMD3100-treated eSMGs, contrasting to the decrease in *Cxcl12*. (**F**) DEGs were filtered out from the Gene Ontology (GO) gene set GO:0030855—epithelial cell differentiation—and the inclusive DEGs are listed. (**G**) Currently-known murine transcription factors (1475 total) were extracted from PantherDB to filter the DEGs. Transcription factor genes with *p* ≤ 0.01 and |log2FC| ≥ 0.5 are in red. (**H**) Genes comprising PRC1 complex are listed with log2FC and *p*-values. Names in red indicate genes with *p* < 0.05.

**Figure 5:**
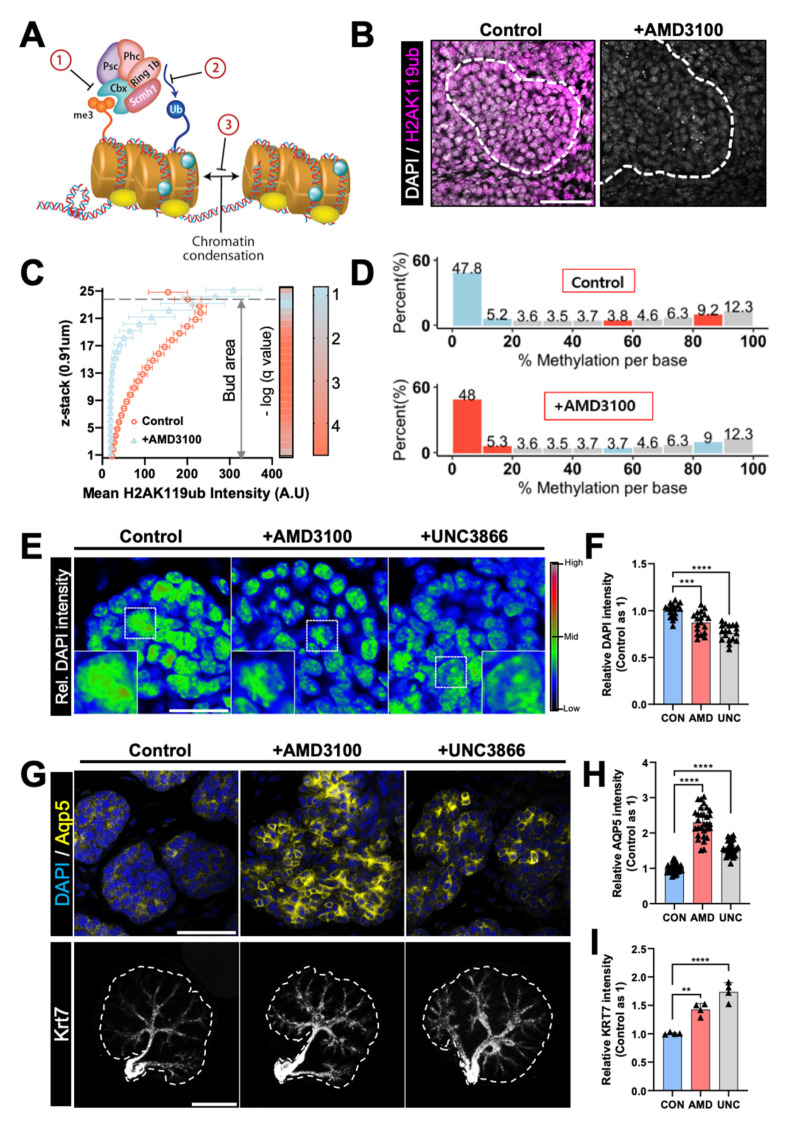
eSMGs lacking PRC1 develop precocious differentiation in acini and ducts. (**A**) Schematic diagram of AMD3100-induced effect on organogenesis. Down-regulation of PRC1 genes leads to the inability of methylation site recognition by chromobox 8 (CBX8), a polycomb group protein (**1**), resulting in failure of the ubiquitin-ligating activity of ring finger protein 1 (RING1) (**2**) and thus, disabled DNA condensation (**3**). Hence, the developmental genes are readily transcribed by RNA polymerase II. (**B**) Representative images showing ubiquitin expression at Lys119 of histone 2A (H2AK119ub) in control and AMD3100-treated eSMGs 24 h after the treatment (*n* = 4, scale bar: 50 µm). (**C**) Mean fluorescence intensities of H2AK119ub in epithelial buds per *z*-stack of 0.91 µm (25 stacks per end bud). False discovery rate (FDR) *q*-values of the differences in H2AK119ub expression at each of the 25 stacks are shown in the heat map, in which 23 out of 25 stacks marked a significant difference between control and AMD3100-treated eSMGs. -log(*q*-value) > 1.3 is considered significant (*q* < 0.05; *t*-test with 5% FDR correction). The heat map (right) shows the color profile (*n* = 4). (**D**) Methyl-seq results from control and AMD3100-treated eSMGs. Ten eSMGs per group were homogenized and analyzed. (**E**) Relative DAPI intensities of end buds in control, AMD3100-, and UNC3866-treated groups are expressed as a colored heat map (0–65,535 gray-value). Magnified regions are marked with white dotted squares (*n* = 4, scale bar: 20 µm). (**F**) Quantification of DAPI intensities in nuclei of control (CON), AMD3100 (AMD)-, and UNC3866 (UNC)-treated eSMGs (*n* = 18). (**G**) Immunostaining results of AQP5 (yellow) and KRT7 (gray) in eSMGs treated with AMD3100 or UNC3866. eSMGs were fixed and immunostained 24 h after the treatment (*n* = 4, scale bar: upper panel, 50 µm; lower panel, 500 µm). (**H**) Quantification of AQP5 intensities in acinar buds of eSMGs treated with AMD3100 (AMD) or UNC3866 (UNC) (*n* = 30). (**I**) Quantification of KRT7 intensities in ducts of eSMGs treated with AMD3100 (AMD) or UNC3866 (UNC) (*n* = 4). Data are presented as the mean ± SEM; ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; one-way ANOVA.

**Figure 6:**
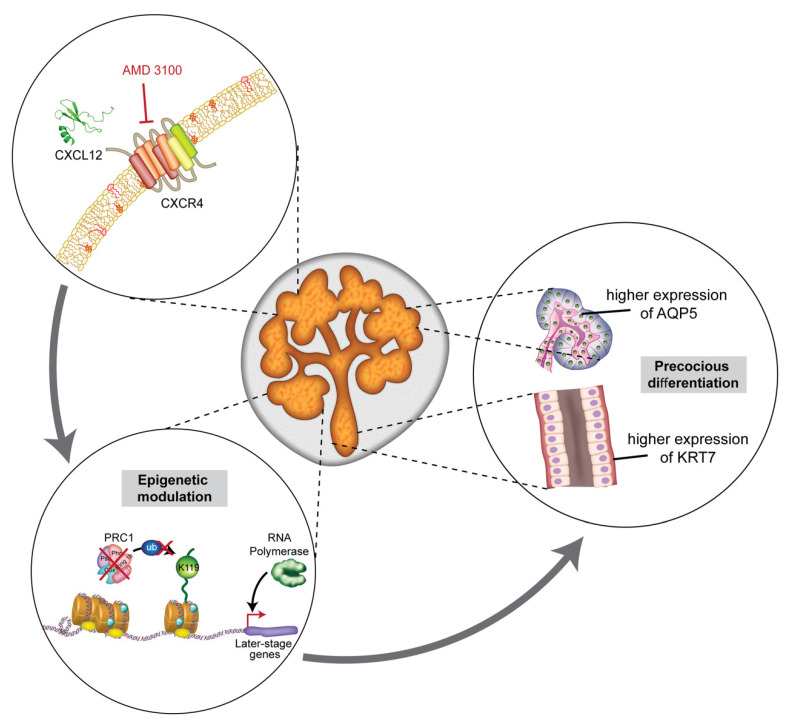
Schematic for AMD3100-induced epigenetic modulation and precocious differentiation in eSMGs. The treatment of eSMGs with AMD3100 is followed by down-regulation of PRC1 components, leading to the absence of ubiquitin-ligating activity on H2AK119, which, in turn, deprives the DNA of its condensing function. Such epigenetic modulation confers de novo or stronger transcription of later-stage developmental genes to eSMGs, promoting precocious differentiation in acini and ducts.

## Data Availability

All relevant data are within the paper and its Supplementary Materials. The RNA-seq data is deposited in the GEO database under accession number GSE160735.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/22/2/619/s1.

# Supplementary material for: CXCR4 Regulates Temporal Differentiation via PRC1 Complex in Organogenesis of Epithelial Glands
**Source:** Int J Mol Sci. 2021 Jan 10;22(2):619. doi: 10.3390/ijms22020619
**Supplement:** Supplementary file 1

# CXCR4 Regulates Temporal Differentiation via PRC1 Complex in Organogenesis of Epithelial Glands

## Supplementary Materials:

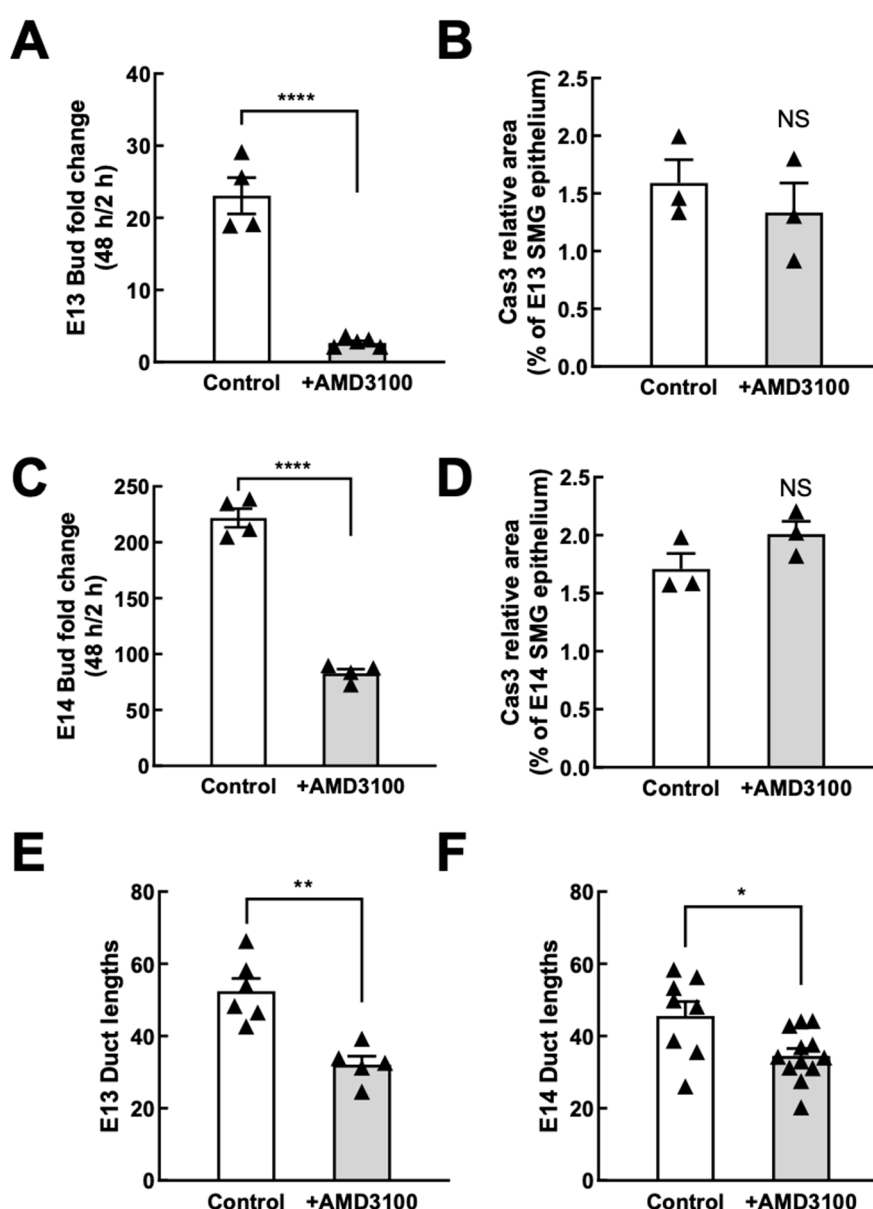

**Figure S1.** (A and C) Bud FC over 48 h in E13 (A) or E14 (C) control and AMD3100-treated eSMGs ( $n = 4$ ). (B and D) The relative area (%) of cleaved caspase-3 (Cas3) in the epithelium of E13 (B) or E14 (D) control and the treated eSMGs ( $n = 4$ ). (E and F) The lengths of 3–5 ducts per gland in E13 (E) or

E14 (F) control and the treated eSMGs are measured and quantified ( $n = 3$ ). Data are presented as the mean  $\pm$  SEM; \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.0001$ , NS: not significant;  $t$ -test.

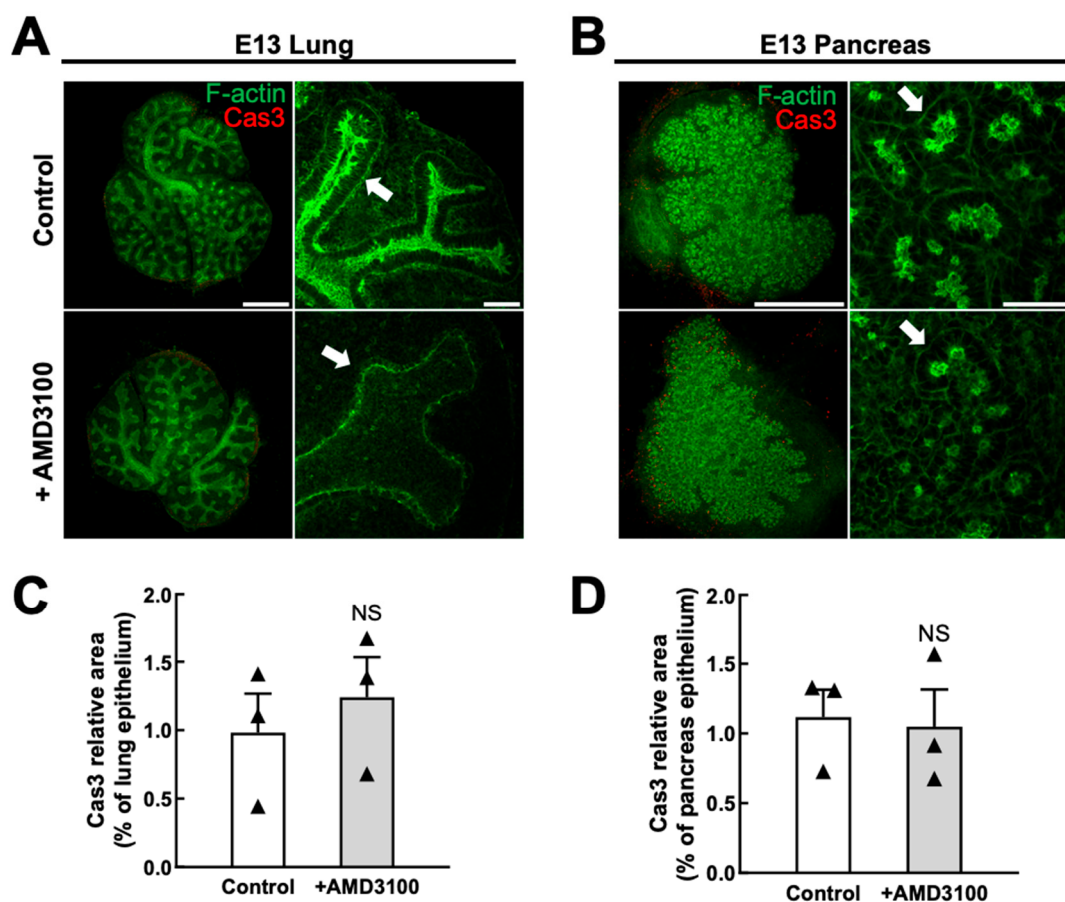

**Figure S2.** (A and B) Representative images with F-actin and cleaved caspase-3 (Cas3) in E12 lung (A) and pancreas (B) ( $n = 3$ , scale bars: left panels, 500  $\mu\text{m}$ ; right panels, 50  $\mu\text{m}$ ). (C and D) The relative area (%) of cleaved caspase-3 (Cas3) expressions in the epithelium of E12 lung (C) and pancreas (D) ( $n = 3$ ). Data are presented as the mean  $\pm$  SEM; NS: not significant;  $t$ -test.

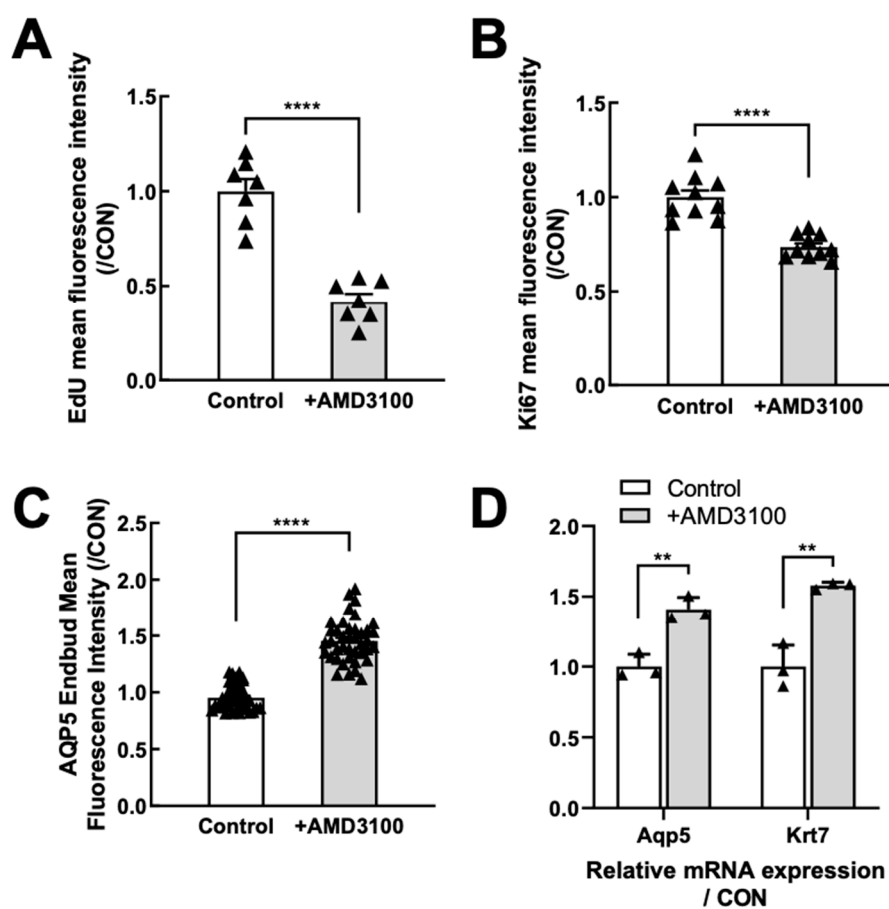

**Figure S3.** (A) Quantification of EdU intensities in control and AMD3100-treated eSMGs ( $n = 7$ ). (B) Quantification of Ki67 intensities in control and AMD3100-treated eSMGs ( $n = 10$ ). (C) Quantification of end bud AQP5 intensities in control and AMD3100-treated eSMGs ( $n = 3$ ; 10 buds per gland). (D) Relative mRNA expression of *Aqp5* and *Krt7* in control and AMD3100-treated eSMGs ( $n = 3$ ). Data are presented as the mean  $\pm$  SEM; \*\*  $p < 0.01$ , \*\*\*\*  $p < 0.0001$ ;  $t$ -test.

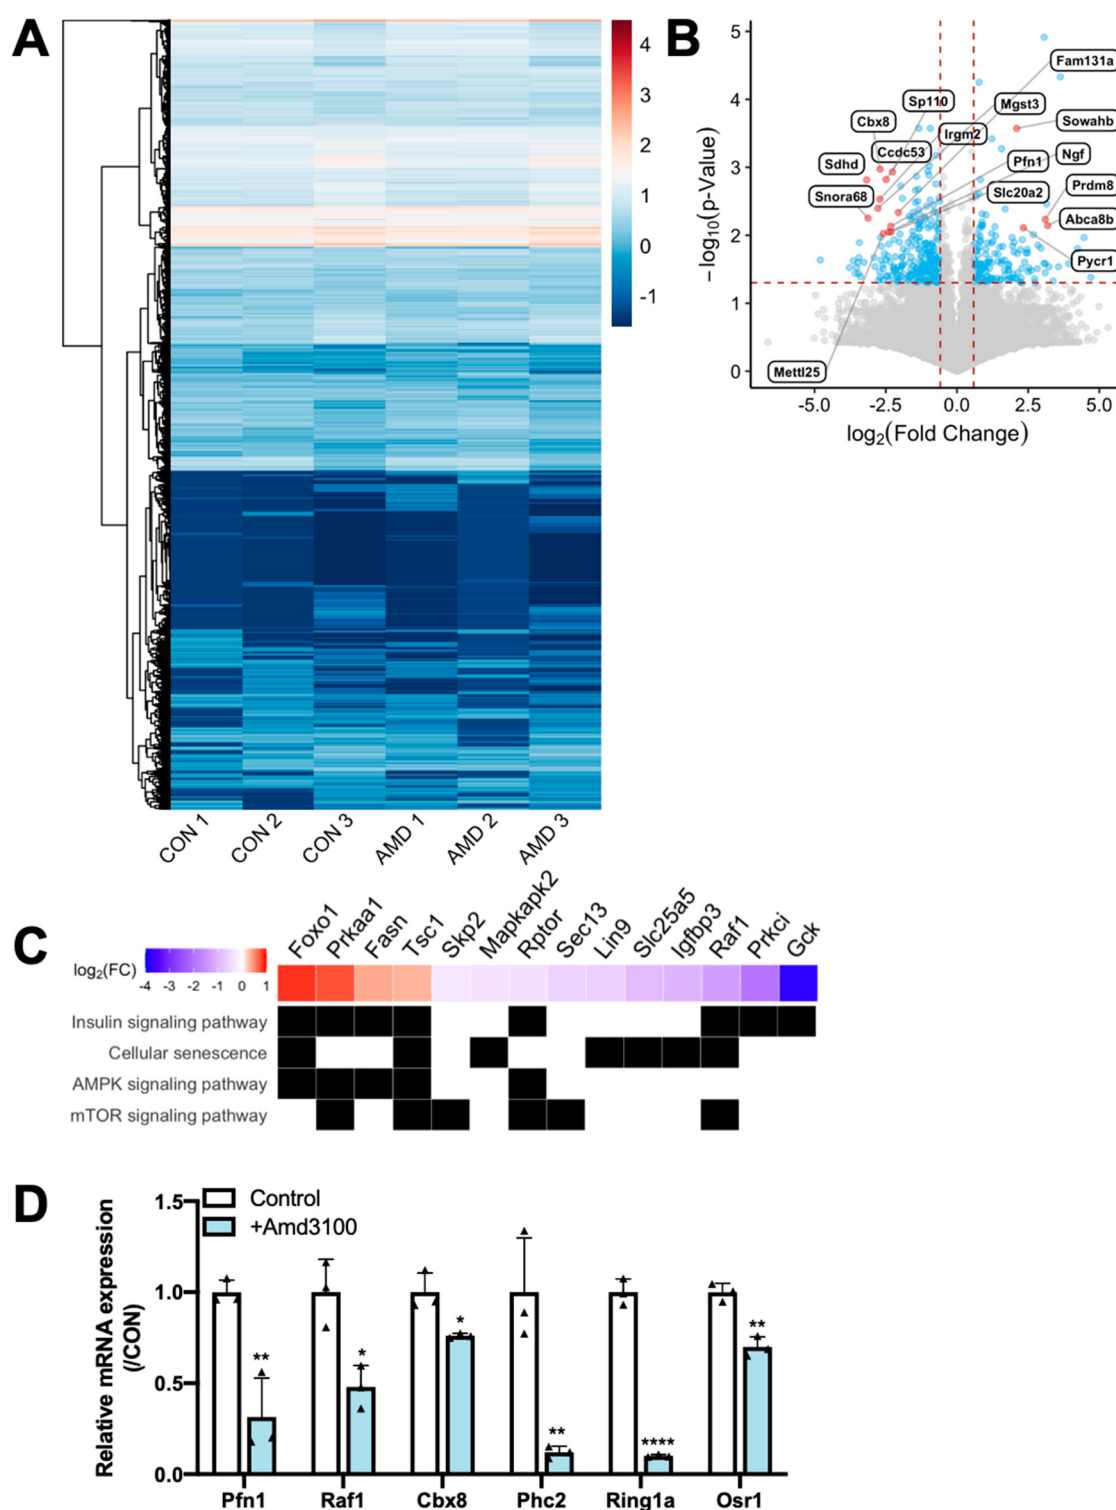

**Figure S4.** (A) Hierarchical clustering heat map of gene expressions (read count z-scores) in control and AMD3100-treated eSMGs. (B) Volcano scatter plot of DEGs. DEGs with  $p < 0.05$  and  $|\log_2\text{FC}| \geq 1$  are in blue and the top DEGs with  $p < 0.01$  and  $|\log_2\text{FC}| \geq 2$  are in red. (C) DEGs in the four most enriched KEGG pathways (Figure 4B) and their overlapping properties are shown. (D) Validation of AMD3100-induced transcriptomic changes with representative DEGs by qPCR. Data are presented as the mean  $\pm$  SEM; \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ;  $t$ -test.

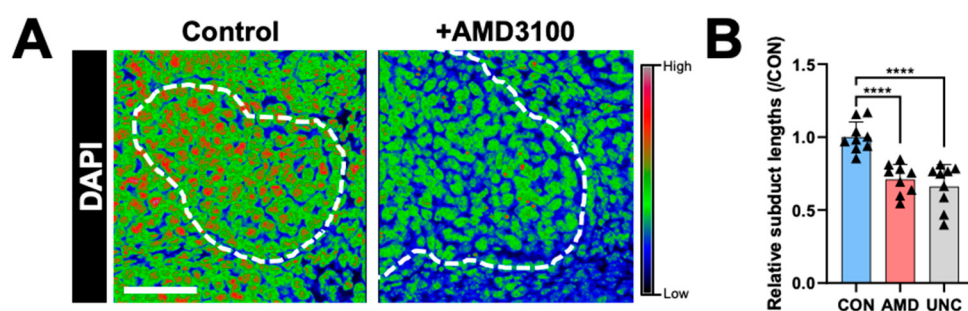

**Figure S5.** (A) Relative color intensity map of DAPI signals in control and AMD3100-treated eSMGs. Colored scale bar indicates (low to high) gray-value of 0–65,535 ( $n = 3$ , scale bar: 50  $\mu\text{m}$ ). (B) The mean lengths of the subducts in AMD3100 (AMD)- and UNC3866 (UNC)-treated eSMGs ( $n = 9$ ). Data are presented as the mean  $\pm$  SEM; \*\*\*\*  $p < 0.0001$ ; one-way ANOVA.

| Gene          | Forward primer sequence           | Reverse primer sequence        |
|---------------|-----------------------------------|--------------------------------|
| <i>Rpl32</i>  | 5'-TTAAGCGAAACTGGCGGAAAC-3'       | 5'-TTGTTGCTCCATAACCGATG-3'     |
| <i>Cxcr4</i>  | 5'-GAAGTGGGGTCTGGAGACTAT-3'       | 5'-TTGCCGACTATGCCAGTCAAG-3'    |
| <i>Cxcl12</i> | 5'-CAGAGCCAACGTCAAGCA-3'          | 5'-AGGTACTCTTGGATCCAC-3'       |
| <i>Osr1</i>   | 5'-TACTCTTTCCTTCAGGCAGTGA-3'      | 5'-GATCGAGGCAAGTGCATGG-3'      |
| <i>Cdh1</i>   | 5'-GACTGGAGTGCCACCACCAAAGAC-3'    | 5'-CGCCTGTGTACCCTCACCATCGG-3'  |
| <i>Krt7</i>   | 5'-CGCCGCTGAGTGTGGACATCG-3'       | 5'-CTGGCTGCTCTTGGCTGACTTCTG-3' |
| <i>Aqp5</i>   | 5'-TTACTTCTACTTGCTTTTCCCCTCCTC-3' | 5'-CGATGGTCTTCTTCCGCTCCTCTC-3' |
| <i>Krt15</i>  | 5'-AGGTGGAAGCCGAAGTATCTCT-3'      | 5'-CATCGCCACCACCAAAATCAC-3'    |
| <i>Raf1</i>   | 5'-TGGACTCAAAGATGCGGTGTT-3'       | 5'-AAAACCCGGATAGTATTGCTTGT-3'  |
| <i>Cbx8</i>   | 5'-ATTGCAAAGGACGCATGGAA-3'        | 5'-CCTCGCTTTTGGGGCCATA-3'      |
| <i>Phc2</i>   | 5'-ATGACCTCAGGGAACGGAAAC-3'       | 5'-TCGATAACATGCGTCAGGATTTG-3'  |
| <i>Ring1a</i> | 5'-CCTGCTTGTGGAGAAAGGAG-3'        | 5'-ACTGCTTTTCGCTGACACCT-3'     |

**Table S1.** Primer sequences used in qPCR experiments.

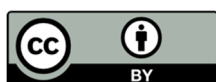

© 2021 by the author. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

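The 3′ mRNA libraries of 3 control and 3 AMD3100-treated tubes of E14 eSMGs were re-analysed, with conditions and replicate numbers taken from the sample labels. The authors deposited read counts per gene symbol for each library, without normalization or filtering. The paper states 50 bp single reads but its text does not name the aligner, the build or the annotation used for counting, and no molecular identifiers are mentioned. Each library listed 23282 lines, of which 44 repeated a symbol, and the 22 of these with the same counts as an earlier line were left out, which left 23260 lines, each treated as a gene, 18307 of them with at least 1 count.

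Library totals ranged from 9051595 to 14393031 counts. Rn45s, the ribosomal RNA precursor, took the most counts, from 16.2% (95% Wilson interval 16.2 to 16.2) in AMD3100 replicate 1 to 32.5% (32.5 to 32.6) in AMD3100 replicate 2. The smallest level a library can show was taken as 3 counts. A fold given as at least a value divides the mean of a group by this floor. It does not bound single pairs or the spread between replicates. Intervals and floors cover counting error only.

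The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr on condition (13610 genes kept), glmQLFit without robust estimation, glmQLFTest and Benjamini-Hochberg adjustment, and condition as the only term of the model. The pairing used by the replicate block comes from the replicate numbers that the labels of both groups share. Standard errors were taken from the coefficient and its quasi-likelihood F. The paper's methods name quantile normalization with edgeR, unlogged values for fold changes and an equal-variance test. What is called the paper's procedure here is a version of it, with quantile normalization by limma 3.58.1 of log2(count + 1), a choice made here, fold changes from unlogged means and an equal-variance test per gene without adjustment. The paper's text does not state the pseudocount, the filter or the scale tested. Its thresholds, a fold change over 1.5 and p under 0.05, were used for both. Gene sets (9, chosen in advance) were tested with camera with an inter-gene correlation of 0.01. Figure genes were read from the panels and described, not tested as sets, since the authors chose them from these data. However, Krt7, Aqp3, Krt19 and Aqp5 are also members of the acinar and ductal differentiation set.

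The genes named were taken from those that the section on transcriptional changes names, those of the panels its sentences cite, Cxcr4, and the 5 genes in each direction with the lowest p-values among those whose groups did not overlap. Genes named outside this rule are said to be so. Alternatives set in advance were DESeq2 1.42.0, upper quartile normalization, limma-voom after quantile normalization, no filter, at least 10 counts in every library, replicate number as a block, robust estimation, a fold change of at least 2, variants of the paper's procedure, fry and an estimated inter-gene correlation for the sets, and each replicate left out. Alternatives chosen after seeing the data were replicates 1 and 2 only, replicate 3 as a batch, and Rn45s left out.

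Symbols were matched to GENCODE vM1 on NCBIM37 (20156 matched). From the last 300 bases of each matched gene, reads of 50 bases every 25 bases were simulated and aligned with minimap2 2.31-r1302, and a read was called shared when another place scored within a mismatch of the best. The build may not be that of the authors.

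The fits were tested on simulated data with 3 libraries per group. With a dispersion of 0.02, edgeR called all 200 genes changed 4-fold, with 3 false calls. With the common dispersion of the real libraries, 0.335, given to every gene, edgeR called 5 of the 200 with 0 false calls. DESeq2 called 54 with 22 false calls, the replicate block called 5 with 0 false calls, and the paper's procedure called 106 with 824 false calls. The changed genes were drawn from those with high counts, and no gene had its own spread or a replicate effect. These counts therefore do not measure power or false calls in the real libraries, where the paper's procedure made 429 calls.

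The KEGG, GO and PantherDB lists were not used here, nor were the imaging, the qPCR and the methylation data.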

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

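Of the fits in this part, replicate 3 as a batch was chosen only after the result was seen, and the other tests were not.

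Genes that the paper's figures and text do not discuss had an adjusted p-value under 0.05 in an alternative fit, although 0 genes did in edgeR's unblocked test (228 at an unadjusted p-value under 0.05). With DESeq2 these were Ccl11 (log2 fold change -5.52, adjusted p = 0.00263), Smim14 (-1.37, adjusted p = 0.0209) and Pmpcb (-2.75, adjusted p = 0.0337). With the replicate block in edgeR they were Mt2 (-2.0) and Snrnp70 (-1.42), each with an adjusted p = 0.0400, where the pairing check gave correlations of 0.156, 0.147 and 0.549 for replicates 1, 2 and 3, against 0.167 and 0.132 across replicates 1 and 2. In the unblocked test, the adjusted p-value of each of these genes was 1.00. Over the alternatives, the lowest adjusted p-value was 0.0129 for Smim14 and 0.0100 for Mt2 and for Snrnp70, with replicate 3 as a batch, an alternative chosen after seeing the data, and the highest was 1.00 for each of the genes. Ccl11 had 3 counts or fewer in every AMD3100 library and was at least 20.3-fold lower (standard error of its log2 fold change with DESeq2, 1.09). From control to AMD3100 (SD, n = 3 each), Smim14 fell from 92.3 ± 13.6 to 35.7 ± 3.75 CPM, Pmpcb from 15.5 ± 7.04 to 2.29 ± 0.953, Mt2 from 109 ± 81.4 to 25.0 ± 12.1 and Snrnp70 from 191 ± 86.1 to 69.4 ± 25.2.

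All 5 genes were lower in AMD3100 in all 3 same-numbered pairs, which their selection by a low p-value makes likely, so that this is not a separate test. Of the 5, 4 could be matched to the annotation. Of these, 0 had over 50% of simulated reads shared with near-identical copies and 0 had a GC content at the 3′ end outside the middle 90% of the genes tested. The transcript of 1 gene, Mt2, was shorter than that range. These technical explanations do not account for the 4 matched genes together. Of the 10 splits of the 6 libraries, 4 part all 3 same-numbered pairs, the real split included, and the others part 1 pair. Among the 4, 1 gave as many genes as DESeq2's 5 and 1 as many as the replicate block's 3, the real split in both cases, and the 3 other splits gave 0 genes in both fits. As 1 of 4 is the smallest share these splits allow, they could not have excluded grouping by chance, and the genes cannot be told apart from it by this test. In simulated data, every gene had the common dispersion of the real libraries and there was no replicate effect. DESeq2 made 22 false calls beside 54 right calls there, and the replicate block made 0 beside 5. In the real libraries replicate 3 stood apart, so these counts do not give the share of false calls among the genes named here. A change of these genes by AMD3100 is a hypothesis, since it was found and tested in the same libraries.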

How the results depend on the processing

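Of the settings in this part, replicates 1 and 2 only, replicate 3 as a batch and Rn45s left out were chosen only after the results were seen, and the others were set before the data were examined.

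The count of genes with an adjusted p-value under 0.05 was 0 in edgeR's test (228 unadjusted), in each fit that left out a replicate and under upper quartile normalization, limma-voom, robust estimation and both filters. It was 5 with DESeq2 and 3 with the replicate block (pairing correlations 0.156, 0.147 and 0.549), and 7 with replicate 3 as a batch, an alternative chosen after seeing the data. The count passing a fold change of 1.5 and an unadjusted p-value of 0.05, 228, was 598 with the block, of which 206 were among the 228. It was 613 with replicates 1 and 2 only and 564 with replicate 3 as a batch, both chosen after seeing the data, and from 163 to 547 across the 6 fits that each left out a replicate, with the highest counts without control replicate 3 (547) and without AMD3100 replicate 3 (451). Without control replicate 3, 42.2% of the genes passing were lower, against 76.3% with all libraries. By the paper's procedure, the count of 429 was 247 for genes with at least 10 counts in every library and from 393 to 707 across the fits that left out a replicate. For these counts, the cause was not tested.

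The PRC1, PRC2 and DNA replication sets kept a mean below 0 and an adjusted p-value over 0.05 under every alternative run. With each replicate left out, their means were from -0.38 to -0.12, from -0.31 to -0.072 and from -0.25 to -0.051, in that order. The mean of the mitosis and proliferation set was from -0.30 to -0.092 with each replicate left out, and past the threshold without AMD3100 replicate 2 alone. The mean of the differentiation set, 0.41, kept its sign but was not past the threshold with fry or with the inter-gene correlation estimated from the data (both 0.41, with adjusted p-values of 0.341 and 0.339), with replicates 1 and 2 only (0.20, adjusted p = 0.319), or without control replicate 1 or control replicate 3, and ranged from 0.22 to 0.95 with each replicate left out. The cause was not tested.

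The sets for ERK targets, epithelial lineage and Hox genes, with means of 0.02, 0.21 and -0.50, changed sign. The ERK mean was -0.0023 with limma-voom, -0.30 with no filter, -0.0063 with at least 10 counts in every library, -0.0054 with replicate 3 as a batch, and from -0.11 to 0.15 with each replicate left out. The epithelial mean was from -0.065 to 0.37 with each replicate left out. The Hox mean was 0.57 with no filter and from -1.30 to 0.32 with each replicate left out. Genes of Figure 4H also changed sign. Pcgf1 (0.42) was -0.36 with limma-voom and -0.085 with replicates 1 and 2 only, and from -0.53 to 1.01 with each replicate left out. Cbx7 (-0.49) was 0.65 with limma-voom, 0.41 with the block, and from -1.06 to 0.35. Yy2 was from -0.23 to 1.56, Ezh1 from -0.22 to 1.50 and Scml2 from -1.05 to 0.039 with each replicate left out. The cause was not tested. Among the counts of genes in a single direction, 14 values lay outside 1.5 times the count of the main setting, and 6 more did with a replicate left out. For single genes and for the epithelial and mesenchymal sets, 8 values came past the threshold in the same direction, and 4 more did with a replicate left out. Of the genes of Figures 4C, 4F, 4G, 4H, S4B and S4C, 86 of 86 had the direction shown, and 84 did with limma-voom and without AMD3100 replicate 2, the lowest number over the alternatives. The directions of Figure S4B were read by eye and may be wrong for some labels.

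Depth limits Cbx8, Aqp5, Obox3, Zfp42 and Dnmt3l, which had at most 29 counts in a library. Genes with lower counts in any library, Cbx8 among them, gave no value with at least 10 counts in every library.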

Differences from the paper's values

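The tests behind this part were chosen before the results were seen, except where an alternative is said to be chosen after.

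The paper reports 535 genes with a fold change over 1.5 and p under 0.05, and edgeR's test gave 228. Of the alternatives set before the data were examined, the replicate block (598, pairing correlations 0.156, 0.147 and 0.549), leaving out control replicate 3 (547) and leaving out AMD3100 replicate 3 (451) came within 1.5 times the paper's count, and DESeq2, upper quartile normalization, limma-voom, both filters, robust estimation, a fold change of at least 2 and leaving out each other replicate did not. Replicates 1 and 2 only (613) and replicate 3 as a batch (564), chosen after seeing the values, also did. For up-regulated genes, the paper's count is 220 and edgeR's was 54. The block (203) and leaving out control replicate 3 (316) closed this gap, and the other alternatives set before the data were examined did not. For down-regulated genes, the paper's count is 315 and edgeR's was 174. DESeq2 (230), limma-voom (220), the block (395), leaving out control replicate 3 (231) and leaving out AMD3100 replicate 3 (350) closed this gap, and upper quartile normalization, both filters, robust estimation, a fold change of at least 2 and leaving out each other replicate did not. Replicates 1 and 2 only and replicate 3 as a batch, chosen after seeing the values, gave 267 and 189 up-regulated and 346 and 375 down-regulated genes, also within 1.5 times. The version of the paper's procedure used here gave 429, 172 and 257 genes with its main setting, within 1.5 times the paper's counts. The legend of Figure 4A gives the 535 genes at a fold change of at least 2, and with that threshold the procedure gave 287, 112 and 175 genes, none within 1.5 times. The totals with filterByExpr (353) and with at least 10 counts in every library (247) were not within 1.5 times either. Regardless of p, the paper reports 8941 up-regulated and 10300 down-regulated genes. The procedure gave 9462 and 8843, within 1.5 times but with the opposite majority. The paper's counts together exceed the 18307 genes with at least 1 count here, so the sets of genes are not the same.

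The paper places Pfn1 and Cbx8 among genes with p under 0.01. By the paper's procedure on log2 values, the p-values were 0.0130 and 0.0278. With the test on unlogged values, both were under 0.01 (0.00654 and 0.000708). By the same procedure, Pfn1 was also under 0.01 without AMD3100 replicate 3 (0.00296), and Cbx8 without AMD3100 replicate 1 (0.00619). Pfn1 was under 0.01 in edgeR's test (0.00310) and in its alternatives except without control replicate 2 and without AMD3100 replicate 1, and Cbx8 was not under 0.01 in edgeR's test or its alternatives. Of the 16 genes labelled in Figure S4B, Fam131a did not have a p-value under 0.05 by the paper's procedure (0.0535) and did in edgeR's test (0.0399).

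The paper calls all genes of Figure 4C besides Tsc1 and Foxo1 significantly down-regulated. Of the 14, 8 passed a fold change of 1.5 and a p-value of 0.05 by the paper's procedure, and 10 did with the test on unlogged values, the most of any setting run. By that procedure, 3 did with the block, and the fewest, 2, with replicates 1 and 2 only, chosen after seeing the values. In edgeR, 5 did in the main test, and from 2 without control replicate 1 to 7 with the block. Tsc1, Mapkapk2 and Skp2 passed both under no setting. Foxo1 passed by the paper's procedure with the test on unlogged values and without control replicate 3, and in edgeR with the block and without control replicate 3. With replicates 1 and 2 only and with replicate 3 as a batch, chosen after seeing the values, Foxo1 also passed in edgeR. Mcm6 passed by the paper's procedure without AMD3100 replicate 1. Ssbp1 passed by the paper's procedure with the test on unlogged values and with the block, and in edgeR's test. In edgeR's test, Lin9, Cdc7, Tfdp1 and Orc6 did not pass, and Tfdp1 did with the block and with replicate 3 as a batch, the latter chosen after seeing the values.

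The paper lists the genes of Figures 4F and 4G as changed over 1.5-fold with p under 0.05. Of the 13 in Figure 4F, 10 passed by the paper's procedure, and 11 did with TMM in place of quantile normalization, where Upk1b and Akap9 passed and Prox1 did not. Upk1b also passed with the block and without control replicate 3, and with replicates 1 and 2 only, chosen after seeing the values. Akap9 also passed with DESeq2 and with the block in edgeR, and with replicate 3 as a batch, chosen after seeing the values. Bmp7 passed without control replicate 2. Syne4, which did not pass in edgeR's test, did with DESeq2 and with the block, and with replicate 3 as a batch, chosen after seeing the values. Bmp2 and Prox1 passed by the paper's procedure but under no setting of edgeR. For Figure 4G, 6 of the 7 passed, and with TMM in place of quantile normalization all 7 did, Obox3 included. Cdk8 passed by the paper's procedure but under no setting of edgeR.

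The paper marks Phc2, Cbx8, Rybp and Ezh2 in Figure 4H as genes with p under 0.05. All 4 had a p-value under 0.05 by the paper's procedure, as did Pcgf5 and Aebp2, which the figure does not mark. In edgeR's test, Ezh2 did not have a p-value under 0.05 and did with the block, and with replicates 1 and 2 only and replicate 3 as a batch, both chosen after seeing the values. Cbx8 had one under 0.05 with DESeq2 and with limma-voom and not in edgeR's test.

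Figure 4D shows Prkaa1 lower and Rptor higher, and their log2 fold changes were 0.75 and -0.41, with these signs under every alternative of edgeR run. Figure S4C shows the direction measured here for both.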

Other observations

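The tests of muscle markers, genes detected, Rn45s, Y-linked reads, Mt1 and Mt2, zinc genes and epithelial markers, the use of the ERK target set (itself chosen in advance) as a test of an explanation, and the splits of the unblocked counts, were chosen only after the result was seen, and the other tests before.

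Of the 4 splits of the libraries that part all 3 same-numbered pairs, the real one included, 4 gave as many genes with an adjusted p-value under 0.05 as the real split, since all gave 0 (228 unadjusted in the real split). For genes passing a fold change of 1.5 and an unadjusted p-value of 0.05, 1 of the 4 gave as many, the real split with 228 against 60, 81 and 84. By the paper's procedure, 1 of the 4 gave as many, the real split with 429 against 241, 312 and 268. The other 6 splits part 1 pair, and the 4 of them that put both replicate 3 libraries in a group gave 1694 to 1860 genes, while the 2 that part the replicate 3 pair gave 69 and 90, so that replicate 3, and not replicates 1 and 2, separates the libraries more than treatment does. For the gene sets, 2 of the 4 splits gave a camera p-value as small for PRC1, 1 for PRC2, 2 for DNA replication, 2 for mitosis and proliferation, and 2 for acinar and ductal differentiation, where a split other than the real one gave a smaller p-value. As 1 of 4 is the smallest share these splits allow, they could not have excluded chance, and none of these results can be told apart from grouping by chance.

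Both replicate 3 libraries stood apart from the others. Summed skeletal muscle markers were 1219 CPM in control and 1537 CPM in AMD3100 replicate 3, and the lower of these was 6.28 times the highest of the other 4 libraries, which is consistent with muscle tissue carried along with the glands of that replicate. At equal depth, both also detected more genes than the others, and the lower of the 2 detected 16143, so that a difference in library complexity may contribute and is not told apart from added tissue. GC content at the 3′ end (Spearman rho across genes 0.0989) and transcript length (-0.173) were weakly related to the difference, and the share of Rn45s, up to 22.7% in replicate 3, lay within the range of the others. No biological explanation was tested, as the design gives none for a replicate number.

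Among genes passing both thresholds in edgeR's test, 76.3% were lower in AMD3100. GC content (rho 0.117) and transcript length (0.0507) were weakly related to the fold change across genes. Over 50% of simulated reads were shared for 9.88% of the lower genes against 5.60% of all genes tested with a match (Fisher's exact test, p = 0.0242), so shared reads may contribute for some of them but concern 16 of 162 genes. Without AMD3100 replicate 2, the library with the fewest genes detected, 79.5% were lower, so that library does not account for it. Without control replicate 3, 42.2% were lower, a fit that keeps AMD3100 replicate 3 without its partner. In the fits that treat both replicate 3 libraries alike, 66.1% were lower with the replicate block, and 56.4% with replicates 1 and 2 only and 66.5% with replicate 3 as a batch, both chosen after seeing the data, so the size of the excess varies with the handling of replicate 3.

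Mt1 and Mt2, which code for metal-binding proteins, were both lower in AMD3100. Mt1 had a log2 fold change of -1.14 (edgeR adjusted p = 1.00). They stood in a list of 25 genes looked at after the low values of Mt2 and Txnip had been seen, of which 23 were tested, 4 had an unadjusted p-value under 0.05 and 1 (Txnip) had an adjusted p-value under 0.05 over the list, with an adjusted p-value over the list of 0.0530 for Mt2 in edgeR. With the replicate block, 4 had an adjusted p-value under 0.05 over the list in edgeR, Mt1 (0.00241), Mt2 (0.000101), Slc39a10 (0.00416) and Txnip (0.000101). The log2 fold change of Mt2, -2.13 in edgeR's test, was -2.15 with upper quartile normalization and -1.99 with limma-voom after quantile normalization, so these normalizations do not remove it, and the value closest to 0 over all settings was -1.31, without control replicate 3. Of simulated reads from Mt2, 12.5% were shared, and within the replicate 3 pair the difference was -2.41, so neither shared reads nor a difference between batches accounts for it. A candidate explanation, which came from looking through that list, is less free zinc in treated glands. The zinc importer Slc39a10 was higher (edgeR unadjusted p = 0.0109, adjusted p = 1.00), although 72.7% of its simulated reads were shared, and the exporter Slc30a1 was not clearly lower (edgeR unadjusted p = 0.468). The tests of zinc therefore diverge, grouping by chance cannot be excluded, and the pattern is a hypothesis only.

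For Cbx8, genes of like count that changed as far were counted in the 3 other splits. Their mean number, averaged over both directions, was 0.869 times the number that were as low in the real split. The fall of Cbx8 may therefore reflect the spread between libraries among genes of like count. The paper also reports qPCR of representative genes and lists primers for Cbx8, and these measurements were not used here. The acinar and ductal differentiation set rose by 0.284 more than epithelial markers outside it, in 2 of 3 pairs (exact permutation test, two-sided p = 0.7, where 0.1 is the smallest possible), so more epithelium in the AMD3100 tubes cannot be told apart from differentiation. The set of ERK targets was not lower in AMD3100, with a camera p-value of 0.854 and a mean log2 fold change of 0.02.

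AMD3100 replicate 3 had 0 reads on Y-linked genes, against 377 to 793 in the other libraries. At its depth, 314 would be expected from the lowest level of the others, so depth does not account for it. Xist was highest in this library (360 CPM), which is consistent with a tube that held only female embryos, so that the sex of the pooled embryos may differ between libraries. The design gives no sex, and no biological explanation was tested.

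Cxcr4 had a log2 fold change of -0.50 (standard error 0.44, edgeR adjusted p = 1.00). Of the genes measured by qPCR in Figure S4D, Ring1 had a log2 fold change of -0.67 (standard error 0.87) and Osr1 of -0.23 (standard error 0.26) in the sequencing. Of 16 genes, which are those the section on transcriptional changes names and Cxcr4, 6 had an unadjusted p-value under 0.05 in edgeR's test, 2 after adjustment over the list and 0 after adjustment over all genes. With the replicate block, these counts were 9, 8 and 0. Most of the list was chosen by the authors from these data, so the count over the list shows no stability.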
